# Integrated transcriptomes throughout swine oestrous cycle reveal dynamic changes in reproductive tissues interacting networks

**DOI:** 10.1038/s41598-018-23655-1

**Published:** 2018-04-03

**Authors:** Jun-Mo Kim, Jong-Eun Park, Inkyu Yoo, Jisoo Han, Namshin Kim, Won-Jun Lim, Eun-Seok Cho, Bonghwan Choi, Sunho Choi, Tae-Hun Kim, Marinus F. W. te Pas, Hakhyun Ka, Kyung-Tai Lee

## Abstract

Female fertility is a highly regulated process involving the synchronized activities of multiple tissues. The underlying genomic regulation of the tissue synchronization is poorly understood. To understand this better we investigated the transcriptomes of the porcine ovary, endometrium, and oviduct at days 0, 3, 6, 9, 12, 15, or 18 of the oestrous cycle. We analysed the transcriptome profiles of the individual tissues and focus on the bridging genes shared by two or more tissues. The three tissue-networks were connected forming a triangular shape. We identified 65 bridging genes with a high level of connectivity to all other genes in the network. The expression levels showed negative correlations between the ovary and the other two tissues, and low correlations between endometrium and oviduct. The main functional annotations involved biosynthesis of steroid hormones, cell-to-cell adhesion, and cell apoptosis, suggesting that regulation of steroid hormone synthesis and tissue viability are major regulatory mechanisms.

## Introduction

Comprehensive understanding of the regulatory mechanism of the oestrous cycle in domestic animals is important for manipulating animal productivity and resolving reproductive problems such as infertility^1^. This is of particular interest in pigs, for which reproductive rate and litter size impact commercial value. The complicated range of hormone secretions and physiological changes that appear during the oestrous cycle are closely linked to multiple molecular interactions among a number of reproduction-related tissues, including the hypothalamus, the pituitary, the ovary, the oviduct, and the endometrium^2^. The oestrous cycle lasts an average of 21 days in female pigs. At the start of the oestrous cycle, levels of estrogen are highest and the release of pre-ovulatory gonadotrophin releasing hormone (GnRH) and luteinising hormone (LH) occurs as a result of the positive feedback mechanism of estrogen action, and ovulation follows. Then, levels of progesterone begin to increase after ovulation and decrease at late diestrus when the implanting conceptuses are not present in the uterus and luteolysis is induced.

The cyclic and sequential secretion of hormones from each reproductive tissue regulates morphological and functional changes in reproductive tissues to mediate the progression of the oestrous cycle^3,4^. The changes in hormonal milieu control ovarian activity which leads to follicular development, ovulation, luteinisation and luteolysis^5^. The ovarian activity governs the oviductal function for the sperm capacitation, fertilization and preimplantation embryo development, and the endometrial function regulatory for conceptus implantation and the establishment and maintenance of pregnancy^6–8^. In addition, the ovary acts on the hypothalamus and the pituitary glands at a positive and negative feedback mechanism for regulation of hormone production of those tissues. The uterine endometrium is involved in regulation of ovarian function by producing the luteolytic signal, prostaglandin F_2α_(PGF_2α_), at the end of the oestrous cycle in domestic animal species. Thus, the cyclicity of the oestrous cycle is the result of complicated but well-coordinated reciprocal interactions among reproductive tissues^9–11^. However, the regulatory mechanism of the oestrous cycle at the cellular and molecular levels and the expression and function of genes in reproductive tissues are not fully understood.

Transcriptome changes in the ovary, the endometrium, and the oviduct have been studied under different experimental conditions. The oviductal transcriptome has shown to be influenced by the ovarian hormones such as estrogen and progesterone^12,13^. Ovarian transcriptome analyses revealed genes that related to litter size in pigs^14^. In addition, transcriptomic changes in the endometrial tissue have been analysed at the time of implantation and during pregnancy^15,16^. In humans, many studies have focused on the changes in the transcriptomes by the presence of the embryo or due to reproductive failure in the endometrium and oviduct^17,18^. However, it has not been attempted to investigate the dynamic regulatory mechanism in the transcriptomes and the coordination of the transcriptome changes in multiple reproductive tissues during different phases of the reproductive cycle in any animal species.

The objective of this study was to investigate the molecular mechanisms underlying the synchronization of the ovary, endometrium and oviduct reproductive tissues in the pig. We identified the differentially expressed genes during the different phase of the oestrous cycle and among different reproductive tissues and the key genes in each network to elucidate the biological roles of these genes in the reproductive tracts. Then, we integrated the transcriptomes of the ovary, the endometrium, and the oviduct and analyse both universal and tissue-specific gene regulation throughout the oestrous cycle using RNA-Seq analysis. Dynamic molecular networks from the integrated transcriptomes were elucidated by the gene co-expression network (GCN) analysis. Here, we report that differentially expressed genes shared among the reproductive tissues in a universal and tissue-specific manner may be involved in regulating the cyclicity of the oestrous cycle in pigs.

## Results

### Integration of reproductive tissue transcriptomes during the oestrous cycle

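The expression data are a table of counts per gene for 66 RNA sequencing libraries of pig reproductive tract, 22 from each of 3 tissues. Each library was made from the poly-A RNA of 1 tissue of a gilt, a young female pig, and was sequenced as paired-end reads. Every tissue was sampled on 7 days, with 3 libraries per tissue and day except for 2 of the ovary on day 3, 2 of the oviduct on day 6, 4 of the endometrium on day 15, and 4 each of the ovary and the oviduct on days 12 and 15. The sample labels list 67 samples, and 1 further endometrium sample of day 12 was not analysed here. A library is referred to by its number within its tissue and day in the table. The paper gives 3 gilts per day, so it is not known whether the libraries of a group of 4 came from 4 gilts. They are treated here as separate animals. In the endometrium, the total counts per library ranged from 9555136 to 10136163 on day 0 (median 9887310) and from 8968120 to 11192826 on day 3 (median 9624146). They ranged from 9474617 to 11214551 on day 6 (median 10819337), from 9826274 to 10098430 on day 9 (median 9827243) and from 9374249 to 11576127 on day 12 (median 11016972) in the endometrium. At the end of the cycle the totals of the endometrium ranged from 10169368 to 11793142 on day 15 (median 10845464) and from 9372976 to 11485007 on day 18 (median 11399913). In the ovary, the total counts per library ranged from 10767881 to 11279804 on day 0 (median 10927581) and from 10667102 to 11591301 on day 3 (median 11129201.5). They ranged from 12285438 to 13189002 on day 6 (median 12623448), from 11367278 to 12956387 on day 9 (median 12127684) and from 10264680 to 11686914 on day 12 (median 11432305) in the ovary. At the end of the cycle the totals of the ovary ranged from 10302683 to 12407729 on day 15 (median 11112695) and from 10713518 to 13442083 on day 18 (median 11253712). In the oviduct, the total counts per library ranged from 10034096 to 11573086 on day 0 (median 10643961) and from 9650677 to 11082262 on day 3 (median 10860015). They ranged from 9174763 to 10180349 on day 6 (median 9677556), from 9252196 to 9936361 on day 9 (median 9263239) and from 8962103 to 10232078 on day 12 (median 9747639.5) in the oviduct. At the end of the cycle the totals of the oviduct ranged from 10086797 to 11223677 on day 15 (median 10634387) and from 10687956 to 11511218 on day 18 (median 11098344). The paper's reported value is an average of 19.5 M reads per sample, and all values given here use the counts on genes. The table lists 25322 Ensembl genes, of which 3376 had no count in any library. The authors trimmed the start of each read, mapped the reads to the pig genome and its Ensembl transcriptome, and deposited whole-number counts without normalization. The counts were normalized here for library size and composition with edgeR's TMM method. Genes with too few counts for a test were left out by edgeR's filterByExpr, which left 15341 genes in the endometrium, 15638 in the ovary and 15665 in the oviduct. All days of a tissue were fitted in 1 model. A gene was called differentially expressed (a DEG) when its adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was under 0.05.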

We obtained reproductive tissues from the endometrium, ovary, and oviduct, and analysed the transcriptomes expressed in those tissues on days 0, 3, 6, 9, 12, 15, and 18 of the oestrous cycle (Fig. 1A). The RNA-seq data revealed clear differences among the three tissues and the transcriptomes from different time points throughout the oestrous cycle were clustered within individual tissues (Fig. 1B). 

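The libraries were compared on the log2(CPM + 1) scale, in which CPM are counts scaled to a common library size after TMM normalization, over the 16934 genes that passed the filter across all libraries. Tissue accounted for a share of 0.591 of the squared distances between the 66 libraries (one-sided permutation test, p = 1e-05, the smallest p that 100000 permutations can give). Day accounted for a share of 0.669 within the endometrium and 0.501 within the oviduct, each with the same smallest permutation p, and for 0.448 within the ovary (one-sided permutation test, p = 0.00476). The alternative that moved the share for tissue most was the use of the 500 most variable genes, with a value of 0.796. The first principal component held 43.3% of the variance and the second held 18.2%. On the first component the libraries of the endometrium lay between -44.0 and -24.1, those of the ovary between 26.7 and 126 and those of the oviduct between -88.2 and -48.2, so that no tissue overlapped another. In the endometrium, Pearson's r across genes averaged 0.972 (SD over pairs of libraries 0.0167) between libraries of the same day, 0.939 (SD 0.0209) between libraries of different days and 0.851 (SD 0.0361) with libraries of the other tissues. The corresponding averages were 0.944 (SD 0.0393), 0.931 (SD 0.0298) and 0.81 (SD 0.0305) in the ovary. In the oviduct they were 0.971 (SD 0.0129), 0.958 (SD 0.017) and 0.838 (SD 0.049). Genes are not independent replicates, so these r values describe the libraries.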

To better understand the dynamic changes of each tissue-specific transcriptome throughout the oestrous cycle, we compared transcriptomes of each tissue at each time point to the transcriptome of corresponding tissue on day 0 and determined the differently expressed genes (DEGs) (Fig. 1C). Large changes in gene expression were observed between day 6 and day 9 in the endometrial and ovarian transcriptomes and between day 9 and day 12 in the endometrial and oviductal transcriptomes (DEGs > 3,000 transcripts). 

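On day 6, the numbers of DEGs against day 0 were 2715 in the endometrium, 1977 in the ovary and 339 in the oviduct. They were 3756, 1345 and 1144 in the same order on day 9, and 3233, 1448 and 2504 on day 12. In the endometrium, 1835 of the DEGs of day 9 were higher and 1921 lower than on day 0. In the ovary, 1177 of the DEGs of day 6 were higher and 800 lower, and in the oviduct 1131 of those of day 12 were higher and 1373 lower. The counts of the ovary depended on single libraries. Without its library of day 0 numbered 2, 0 genes were called on day 9, while 3839 had an unadjusted p under 0.05. On day 12, 0 genes were called without its library of that day numbered 3, while 3323 had an unadjusted p under 0.05, and 4026 were called without the one numbered 1. A fit of only the 2 groups compared called 2 genes of the ovary on day 12, and a replicate block 201. When day 9 was tested directly against day 6, 0 genes were called in each tissue, while 1813 genes of the endometrium, 304 of the ovary and 205 of the oviduct had an unadjusted p under 0.05. Between 767 and 783 genes per tissue would pass that unadjusted threshold by chance. With DESeq2 in place of edgeR, 413 genes of the endometrium were called between these days. Between day 12 and day 9, 737 genes were called in the endometrium, of which 373 were higher and 364 lower on day 12. In the oviduct 4 genes were called between these days, all of them lower on day 12. In the ovary 0 genes were called, with 527 at an unadjusted p under 0.05.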

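The genes that moved most between day 0 and day 9, over the 3 tissues, were in the endometrium. The table gives Ensembl identifiers, and the files do not pair them with gene names, so identifiers are used here. ENSSSCG00000021692 had 92.2 ± 19.3 CPM (SD, n = 3) on day 9, from 679 to 1023 counts, and 0 counts in the 3 libraries of day 0. At the lowest detectable level of 3 counts per library, this is at least 320.2-fold higher (adjusted p = 0.00015 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ENSSSCG00000010475 had 718 ± 188 CPM (SD, n = 3) on day 9 and at most 2 counts in a library of day 0, at least 2494-fold higher (adjusted p = 0.00011 from edgeR's quasi-likelihood test). ENSSSCG00000002981 had 1177 ± 353 CPM (SD, n = 3) on day 0, from 8722 to 15336 counts, and at most 3 counts in a library of day 9, at least 3775-fold lower (adjusted p = 0.00034 from edgeR's quasi-likelihood test). Each of the 3 libraries of day 9 also lay below those of day 0 for this gene in the ovary and in the oviduct. ENSSSCG00000030051 had 281 ± 470 CPM (SD, n = 3) on day 0, with counts from 55 to 8636, and at most 1 count in a library of day 9, at least 901.8-fold lower (adjusted p = 0.0072 from edgeR's quasi-likelihood test). Its change fell short of the threshold in 1 of the 22 fits that each left out 1 library of the endometrium. The log2 fold change of this gene was -12.56, and -7.68 without the day 0 library numbered 2. The bound of 901.8-fold therefore rests on that library. Whether the counting used strand is not known, so reads from an overlapping gene on the other strand were not separated.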

We also compared the number of significant DEGs among the three tissues at each time point. 

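For each day, the genes called against day 0 were compared between the endometrium, the ovary and the oviduct. The numbers of genes called in at least 2 of the tissues were 2 on day 3, 547 on day 6, 787 on day 9, 1022 on day 12, 209 on day 15 and 1 on day 18. Those called in all 3 tissues were 16 on day 6, 46 on day 9, 75 on day 12 and 1 on day 15. Among the 14376 genes tested in every tissue, independent calls would put 397, 594 and 870.5 genes in at least 2 tissues on days 6, 9 and 12, against 529, 757 and 981 observed there. The expectation treats the tissues as independent, but tissues taken from the same gilts may vary together. The excess is therefore not separated from a possible effect of shared animals. On day 9, the endometrium and the ovary shared 396 DEGs, of which 290 moved in the same direction. The endometrium and the oviduct shared 367, with 245 in the same direction, and the ovary and the oviduct shared 116, with 71 in the same direction. On day 12, 259 of 339, 389 of 582 and 105 of 251 shared DEGs moved in the same direction in these pairs of tissues. A fit of only the 2 groups compared changed the order of these days, with 2265 shared genes on day 9 and 806 on day 12.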

The Venn diagrams representing the overlap DEGs between the tissues at each time point revealed that the number of overlap DEGS increased until day 9 and then rapidly decreased at the end of the cycle indicating genomic regulation of the reproduction processes.

**Figure 1:**
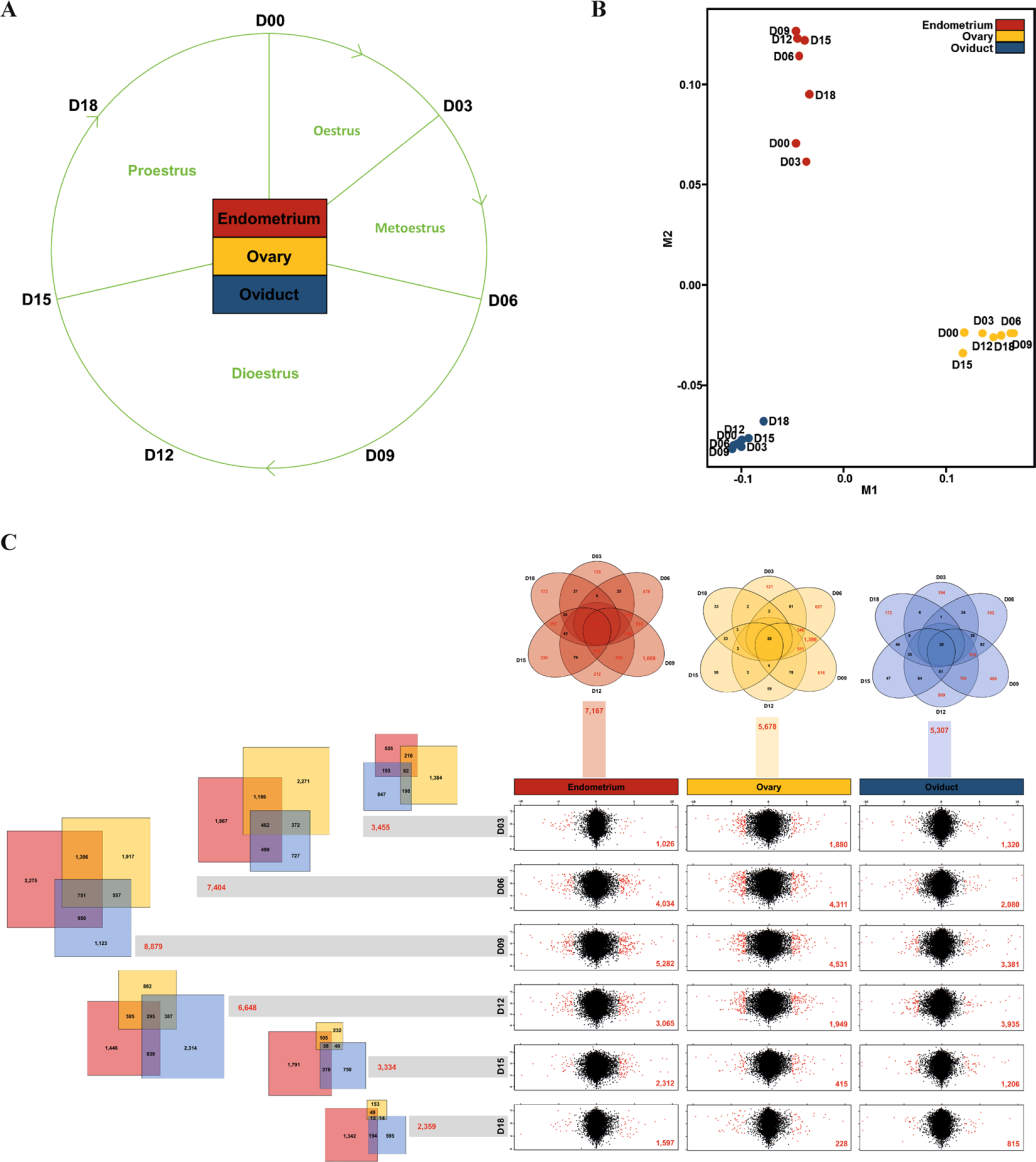
Overview of reproductive tissue transcriptomes by passing through a swine oestrous cycle. (**A**) Transcriptomes in three female reproductive tissues (endometrium, ovary and oviduct) for 7 dates (day 0, D00; day 3, D03; day 6, D06; day 9, D09; day 12, D12; day 15, D15 and day 18, D18) on the phases of the oestrous cycle. (**B**) A principal component analysis revealed far distances between different tissue groups and clusters among the seven time points transcriptomes based on the oestrous cycle within tissue groups. (**C**) Dynamic view of DEGs based on the start of oestrous cycle (D00). The x-y axes of scatter plots were scaled by log10 and log2 fold changes. Significant DEGs (FDR < 0.05) in the scatter plots were coloured and counted by *red* dots and a number. Venn diagrams with scaled bars revealed numbers of integrated DEGs by each of time points and tissues. The numbers over 100 in the tissue specific Venn diagrams were indicated by *red* colour.

### GCN of the porcine oestrous cycle

Next, we integrated the entire transcriptomes from three reproductive tissues at seven time points during the oestrous cycle using GCN analysis to study DEG shared by two or three tissues at the same time points. A total of 904 genes were employed in the PCIT algorithm that combines the concept partial correlation coefficient with information theory to estimate significant connections between genes. A GCN was constructed with 622 nodes (genes) and the nodes were connected by 9,639 edges (Fig. 2). 

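A gene entered the network when it was called, with an absolute log2 fold change (log2 FC) of at least 3, on at least 1 day in at least 1 tissue. There were 1504 such genes, each described by its 18 log2 FC values against day 0, over 6 days in 3 tissues. Where a gene had too few counts to be tested in a tissue its log2 FC was set to 0, which applied to 4458 of the 27072 values. Pairs of genes with an absolute r over 0.90 that PCIT kept were joined by an edge. The network held 1134 nodes and 19965 edges. An edge rests on 18 contrasts that share the day 0 libraries of each tissue, so the 18 values behind an r are not independent samples. At an r2 over 0.90 there were 3918 edges between 677 nodes, and in the 62 fits that each left out a library the number of edges ran from 5109 to 38224.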

The network was comprised of three clearly clustered tissue-specific sub-networks representing each tissue with a small number of genes connecting the sub-networks. 

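Each node was assigned to the tissue of its largest absolute log2 FC, which gave 476 nodes of the endometrium, 477 of the ovary and 181 of the oviduct. Of all edges, 96.2% joined nodes of the same tissue, while 37.8% of all possible pairs of nodes were of the same tissue. There were 214 edges between the endometrium and the ovary, 474 between the endometrium and the oviduct and 75 between the ovary and the oviduct. Part of this separation follows from the assignment, because 2 genes that change most in the same tissue share the contrasts with the largest values. The share of edges within a tissue was lowest, 89.1%, when the ovary library numbered 1 of day 0 was left out, and highest, 98.7%, when log2 FC was taken from mean log2(CPM + 1).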

The sub-networks also revealed different expression patterns based on k-mean expression clustering analysis (Supplementary data 2). We observed that an endometrium-specific sub-network (*red*) showed changes in gene expression between different time points of the oestrous cycle, while the other tissues did not show any changes in gene expression. Moreover, the two different expression clusters in the endometrium represented a sub-network of upregulated genes and a sub-network of downregulated genes, which appeared between days 6 and 12. 

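In the endometrium sub-network found here, 270 genes rose in the endometrium and 161 fell. On day 9, the mean log2 FC of the rising genes was 3.83 (SD over genes 2.23) in the endometrium, -0.23 (SD 1.33) in the ovary and 0.06 (SD 1.11) in the oviduct. The falling genes had a mean log2 FC of -3.86 (SD 2.14) in the endometrium, 0.04 (SD 1.31) in the ovary and -0.45 (SD 1.63) in the oviduct. The genes were chosen for their change in the endometrium, so their smaller change in the other tissues is partly built in. To set the changes in the other tissues against the spread between libraries, each library was given a score. It is the mean over the genes of log2(CPM + 1) minus its mean on day 0. Tests with n = 4 treat the 4 libraries as separate gilts, while the paper gives 3 gilts per day. In the oviduct, the score of the falling genes on day 12 was -0.35 ± 0.08 (SD, n = 4) and that of the rising genes was -0.14 ± 0.03 (SD, n = 4), each below every library of day 0 (two-sided exact permutation test, p = 0.0286, the smallest p that 4 libraries against 3 allow). In the ovary on day 12, the score of the falling genes was 0.03 ± 0.18 (SD, n = 4; two-sided exact permutation test, p = 0.943). The falling genes lay above every ovary library of day 0 on days 3 (0.07 ± 0.06, SD, n = 2) and 9 (0.10 ± 0.07, SD, n = 3). The rising genes lay below them on days 3 (-0.13 ± 0.05, SD, n = 2) and 6 (-0.10 ± 0.04, SD, n = 3). On the other days each set overlapped day 0 in the ovary. By mean log2 FC in the ovary, the falling genes were at -0.04 on day 3, so their direction on that day depended on the measure. On day 9 they were at 0.04, in the same direction as the score.

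**Figure D1:**
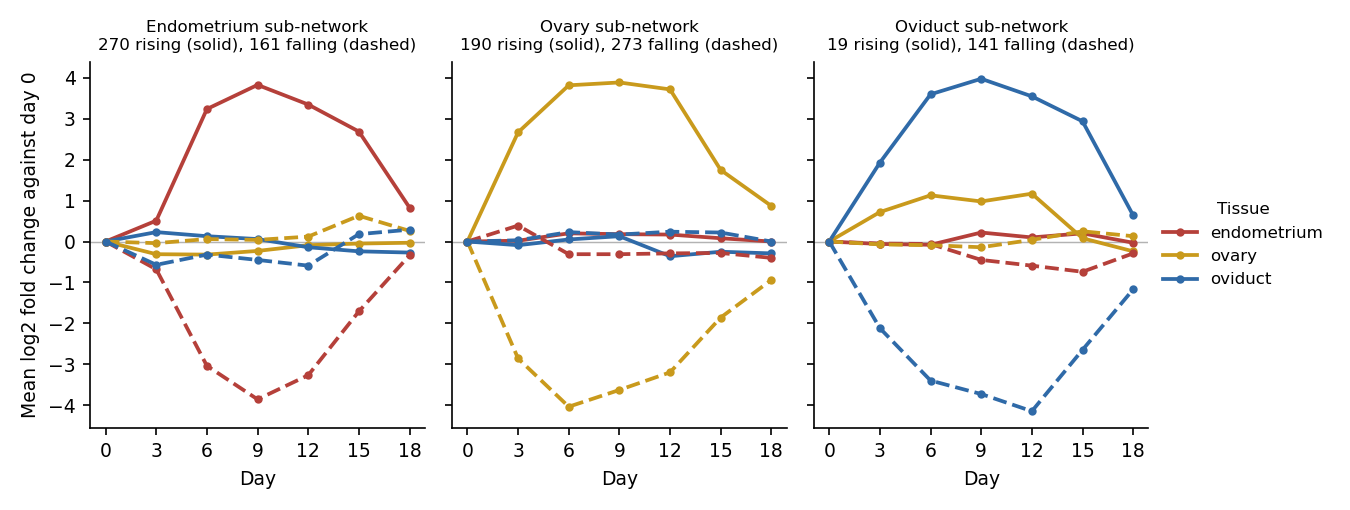
Mean log2 fold change against day 0 (vertical axis) by day of the oestrous cycle (horizontal axis) for the rising (solid) and falling (dashed) genes of each sub-network, in the endometrium, the ovary and the oviduct (colours). Each set of genes moves most in its own tissue, for which it was chosen; the 270 rising genes of the endometrium sub-network reach 3.83 there on day 9 and stay between -0.32 and 0.23 in the other tissues.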

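The rising genes of the endometrium had a mean log2 FC of 0.51 on day 3, 3.24 on day 6, 3.35 on day 12, 2.69 on day 15 and 0.83 on day 18. The mean log2 FC of the falling genes was -0.68, -3.04, -3.27, -1.71 and -0.34 on the same days. Both sets were chosen for their change against day 0 in the endometrium, so a separation from day 0 there is partly built in. The score of the rising genes was 2.12 ± 0.23, 2.61 ± 0.07 and 2.13 ± 0.12 on days 6, 9 and 12 (SD, n = 3 each; two-sided exact permutation test against day 0, p = 0.1 on each day, the smallest p that 3 libraries against 3 allow). That of the falling genes was -1.78 ± 0.12, -2.25 ± 0.09 and -1.91 ± 0.28 on those days (SD, n = 3 each; the same exact p). On day 15 the libraries were spread from 0.65 to 2.26 for the rising genes and from -2.02 to -0.59 for the falling genes (n = 4; two-sided exact permutation test, p = 0.0571 for each). On day 18 the scores of the falling genes ran from -0.52 to 0.04 and overlapped those of day 0 (n = 3; two-sided exact permutation test, p = 0.5), while those of the rising genes ran from 0.23 to 0.71, above every library of day 0 (n = 3; two-sided exact permutation test, p = 0.1, the smallest the design allows).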

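The ovary sub-network found here held 190 genes that rose in the ovary and 273 that fell. They were chosen for their change in the ovary against the same libraries of day 0, so a separation from day 0 there is partly built in. The mean log2 FC of the rising genes in the ovary was 2.67 (SD over genes 1.66) on day 3, 3.82 (SD 1.35) on day 6, 3.89 (SD 1.22) on day 9 and 3.72 (SD 1.39) on day 12. It was 1.75 on day 15 and 0.87 on day 18. The falling genes had a mean log2 FC of -2.86 (SD 1.1), -4.04 (SD 1.2), -3.63 (SD 1.27) and -3.2 (SD 1.36) on days 3, 6, 9 and 12. In the libraries of day 12, the score of the rising genes ran from 0.19 to 3.1 (n = 4; two-sided exact permutation test, p = 0.0571), with the library numbered 1 at the lower end. The score of the falling genes on that day was -1.86 ± 0.32 (SD, n = 4), below every library of day 0 (two-sided exact permutation test, p = 0.0286, the smallest the design allows). In the 2 libraries of day 3 the rising genes had scores of 1.58 and 2.15, above every library of day 0 (two-sided exact permutation test, p = 0.1, the smallest the design allows). The falling genes had scores of -2.3 and -1.16 in the 2 libraries of day 3, while the 3 libraries of day 0 ran from -1.17 to 0.7 (two-sided exact permutation test, p = 0.3).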

In the ovary-specific sub-network (*yellow*), the expression changes were noticeable between days 3 and 12, with both up- and downregulations represented as clusters 3 and 4, respectively. The oviduct-specific sub-network had one expression cluster with downregulated genes, whereas the other two tissues showed a slightly upregulated expression pattern.

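Of the genes of the oviduct sub-network found here, 19 rose in the oviduct and 141 fell. The mean log2 FC of the falling genes in the oviduct was -2.12 on day 3, -3.4 on day 6, -3.73 on day 9, -4.15 on day 12, -2.65 on day 15 and -1.17 on day 18. In the endometrium the same genes had a mean log2 FC of -0.05, -0.06, -0.45, -0.59, -0.74 and -0.29 on these days, and in the ovary of -0.07, -0.09, -0.14, 0.04, 0.25 and 0.13. The endometrium's score for these genes on day 15 was -0.61 ± 0.02 (SD, n = 4), below every library of day 0 (two-sided exact permutation test, p = 0.0286, the smallest that the design allows). In the ovary the score on that day was 0.09 ± 0.46 (SD, n = 4; exact p = 0.771).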

**Figure 2:**
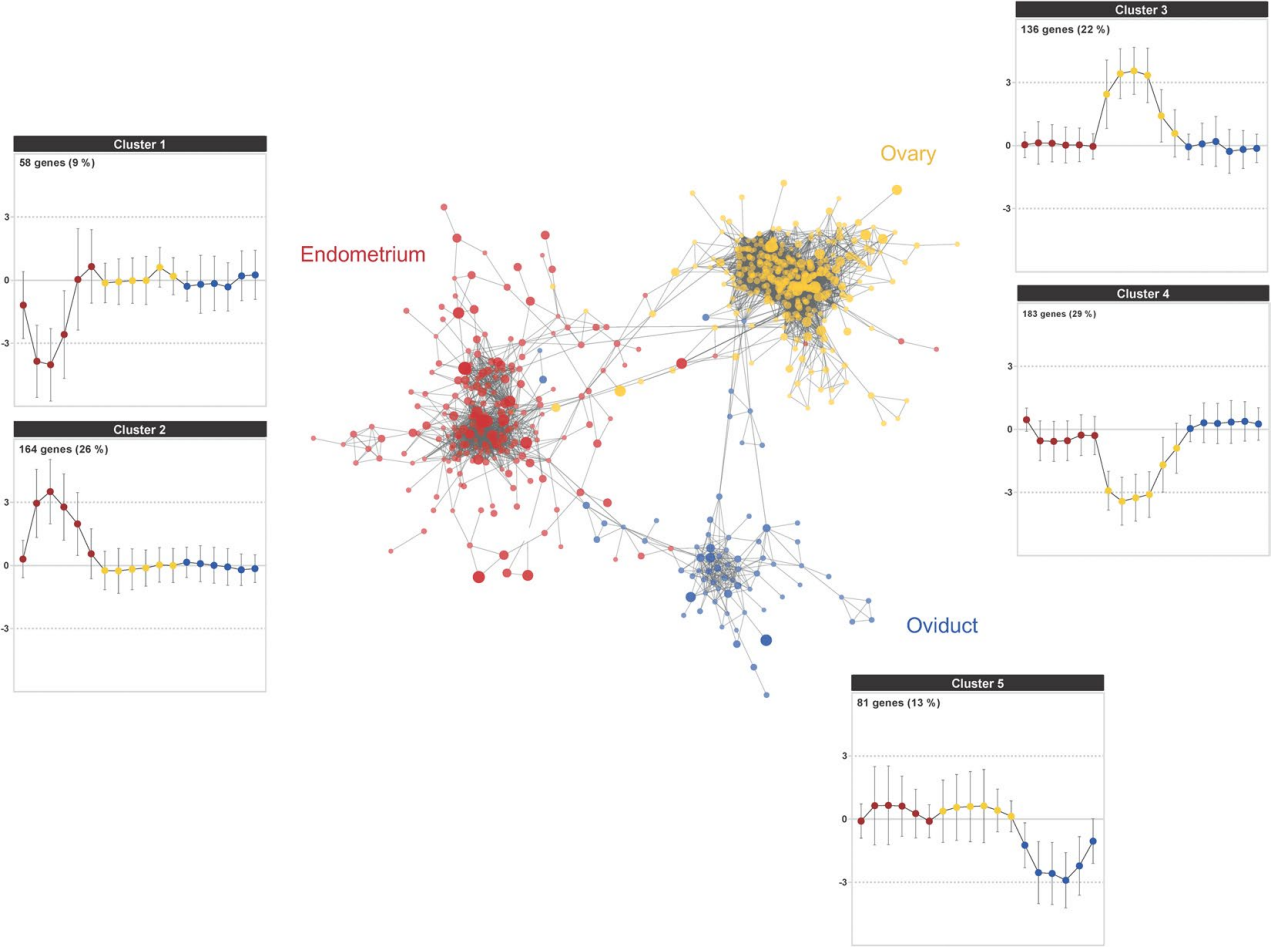
GCN of the porcine oestrous cycle. The network shows three substantial core groups (represented by different node colours), which were clearly separated by each reproductive tissue: endometrium (*red*), ovary (*yellow*), and oviduct (*blue*). The PCIT algorithm generated significant connections and a nominal threshold (*r*^2^ > 0.90) was applied to the network analysis. The overall GCN contained 622 genes connected by 9,639 edges. Node size and transparency were mapped to the highest log2 FC at each time point. Edge transparency was mapped in-between nodes. Gene clustering analysis by the k-means clustering algorithm in the MultiExperiment Viewer software revealed five distinct expression profiles across the oestrous phases (left to right) and tissues (same colour with node). The levels of expression were presented as 3 and −3 log2 FC. The total number of genes and the percentages in the brackets are located at the top left corner in the cluster.

The DAVID enrichment analysis for KEGG pathway terms showed significantly enriched pathways (Fig. 3). There was an enrichment of genes in the network that are a part of several biological pathways involved in the female reproductive system, including haemostasis, signalling in immune system, metabolism of lipids and lipoproteins, extracellular matrix-receptor interaction, and terpenoid backbone biosynthesis^19,20^. In addition, several pathways related to metabolism of prostaglandins and steroid hormones were included. These pathways are important components of the immune protection of the female reproductive tract and affect fertilization and pregnancy success.

**Figure 3:**
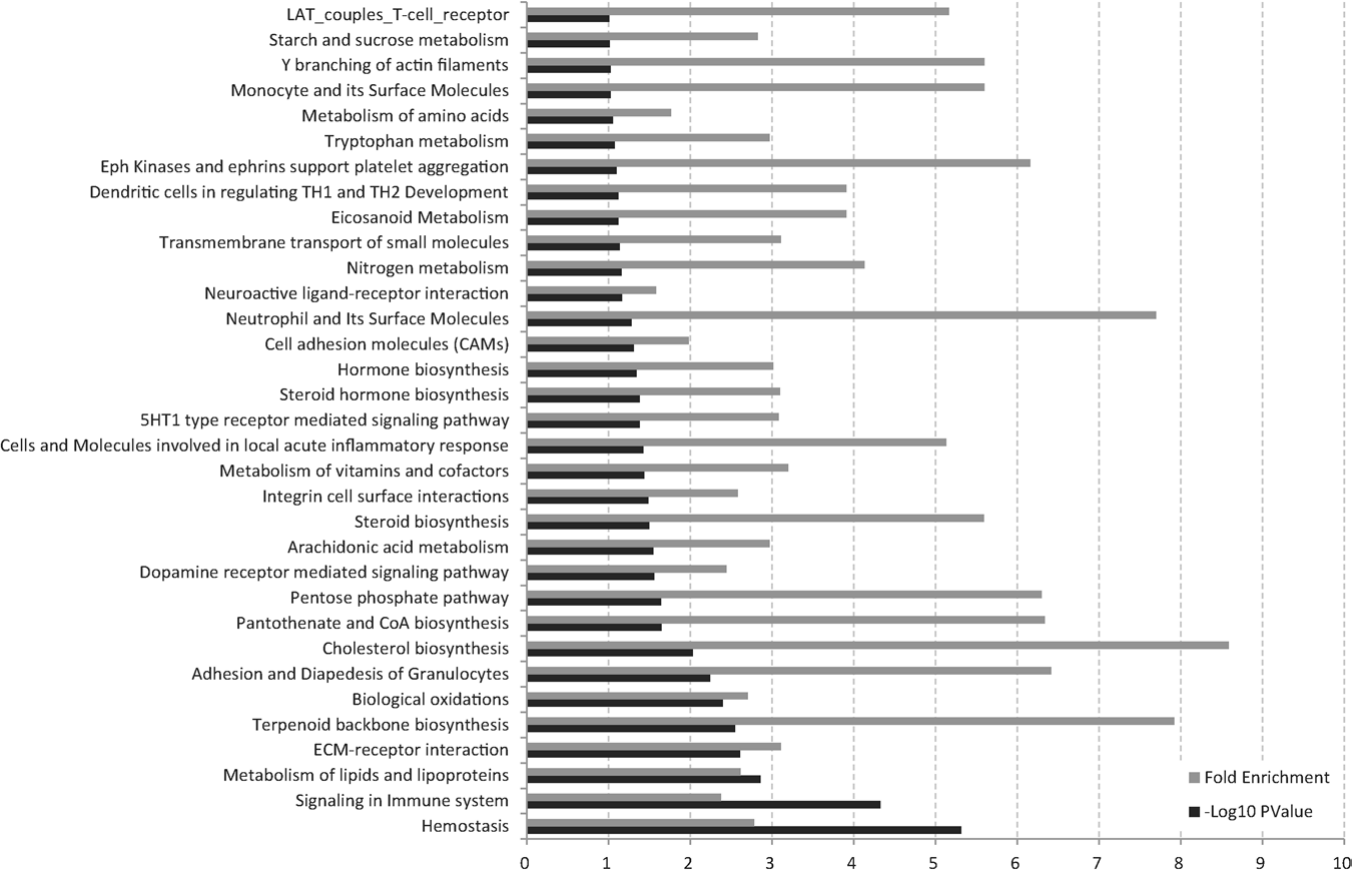
Enrichment analyses of biological meaning in the network. Enrichment analyses of the pathways from all databases in DAVID. The significant pathways in the chart passed a cut-off (−log10 *P-*value > 1.0).

### Tissue-specific networks and functional annotation in the oestrous cycle

Based on the presence of tissue-specific sub-networks, we integrated the biological differences and similarities among three reproductive tissues throughout the oestrous cycle. First we investigated the tissue-specific sub-networks separately. Genes were excluded from the independent network if they were not directly connected within the main sub-networks. We provided list of genes involved in each of tissue-specific sub-networks (Supplementary data 3). The independent networks represent the connections between genes that showed the largest FC values in the different phases of the oestrous cycle (Fig. 4A–C).

**Figure 4:**
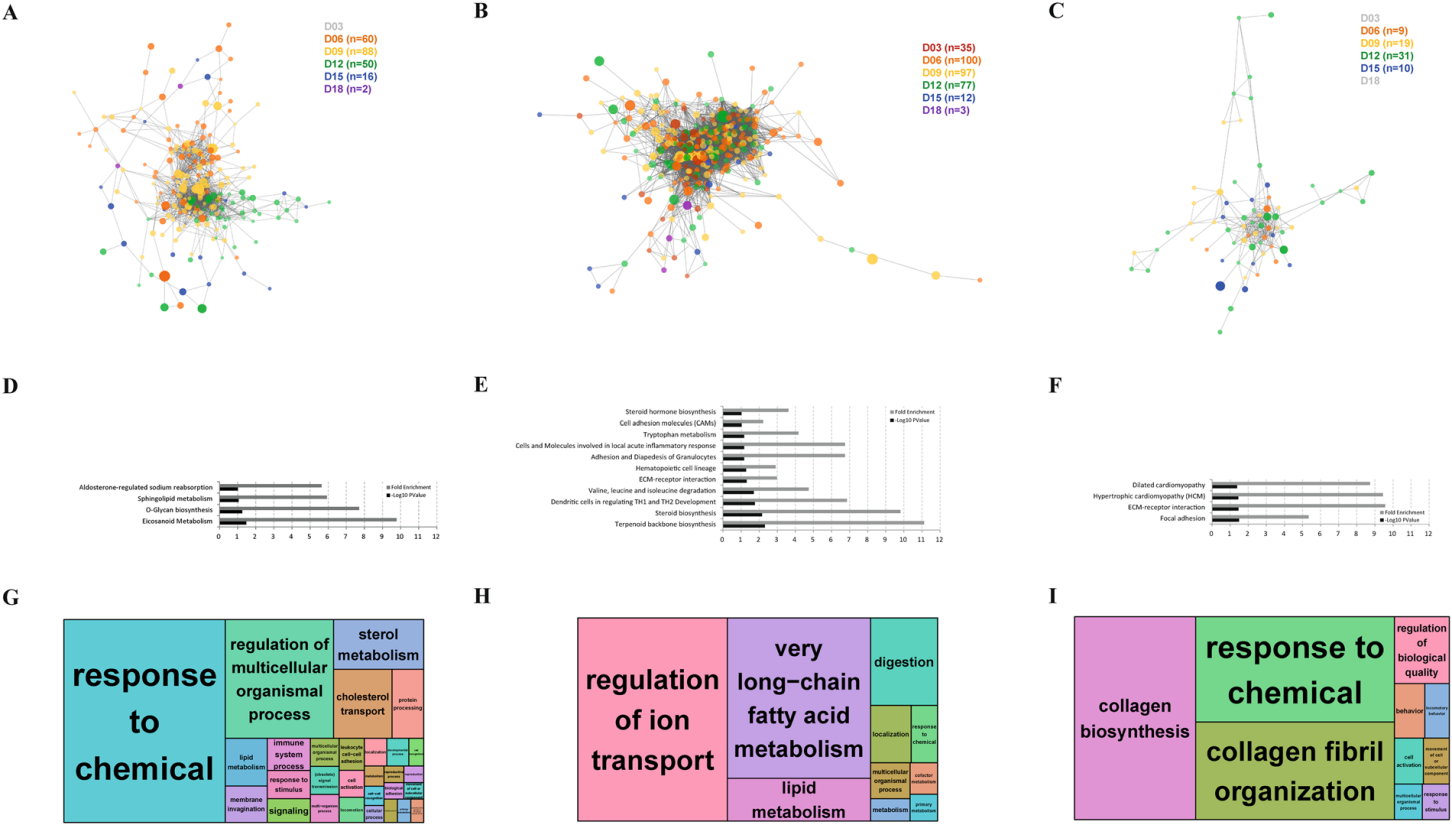
Tissue-specific sub-networks. Sub-networks were reconstructed from the original network in Fig. 2 and enrichment analyses for the genes in the subnetworks were performed. Endometrium (**A**,**D**, and **G**), ovary (**B**,**E**, and **H**), and oviduct (**C**,**F**, and **I**). (**A**–**C**) Differently coloured nodes represent the expression values among the oestrous cycle phases and their values are shown in brackets. The number of nodes for each colour is shown in brackets. (**D**–**F**) DAVID-enriched pathways for the tissue-specific subnetworks after applying the cut-off (−log10 *P*-value > 1.0 and the number of responsible genes > 3). (**G**–**I**) Gene Ontology treemaps regarding biological process terms for the three reproductive tissues. Enriched GO terms are indicated by bold letters.

The endometrium-specific network consisted of 216 DEGs with 1,501 significant connections (r2 > 90). 

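The endometrium sub-network found here consisted of 431 genes with 2988 edges at an absolute r over 0.90. At an r2 over 0.90 it consisted of 127 genes with 303 edges.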

In the endometrium-specific network, day 9 had the highest number of genes with the maximum FC level (D09, n = 88), followed by day 6 (D06, n = 60) and day 12. There were genes that showed the maximum FC level from day 3 until the end of the oestrous cycle and there were only a small number of genes showing the maximum FC level on day 18 (D12, n = 50), as shown in Fig. 4A. 

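The largest absolute log2 FC in the endometrium fell on day 3 for 1 gene of the endometrium sub-network, on day 6 for 92, on day 9 for 162, on day 12 for 123, on day 15 for 51 and on day 18 for 2. Day 9 held the most genes under each alternative tried except 1 of the 62 fits that each left out a library, in which day 12 held 153. The largest fold change of a gene is taken from the values of 6 days, and its day can rest on a difference between days that is within the spread of the libraries.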

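The ovary sub-network found here held 463 genes and 14849 edges. Its size depended on single libraries: without the ovary library of day 0 numbered 1 it held 37 genes, and it held no more genes than the endometrium sub-network in 12 of the 62 fits that each left out a library. With log2 FC taken from mean log2(CPM + 1) it held 157 genes, against 240 in the endometrium sub-network, and with a replicate block 357, against 405.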

The ovary-specific network was the largest of the three tissues, consisting of 324 genes with 7,794 connections (Fig. 4B). In the ovary-specific network, day 6 had the highest number of genes with the maximum FC level (n = 100), followed by day 9. Day 12 showed a high number of nodes, while day 15 and day 18 showed low FC levels. 

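In the ovary sub-network, the largest absolute log2 FC in the ovary fell on day 3 for 35 genes, on day 6 for 223, on day 9 for 98, on day 12 for 97, on day 15 for 7 and on day 18 for 3. Without the ovary library of day 12 numbered 1, day 12 held the most genes, with 364. The day of its largest value need not be a day on which a gene was called. On day 3, 11 genes of the ovary were called with an absolute log2 FC of at least 3.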

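The oviduct sub-network found here held 160 genes and 1326 edges. It was the smallest of the sub-networks found here, also under the alternatives tried except in 2 of the 62 fits that each left out a library, in which it held at least as many genes as the ovary sub-network. Without a filter on low counts it held 65 genes and 136 edges.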

The oviduct-specific network was small compared with the other two networks, consisting of 69 genes with 264 connections (Fig. 4C). In the oviduct-specific network, day 3 and day 18 showed no genes with the maximum FC level of the same tissue.

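In the oviduct sub-network, the largest absolute log2 FC in the oviduct fell on day 3 for 3 genes, on day 6 for 24, on day 9 for 32, on day 12 for 87, on day 15 for 13 and on day 18 for 1.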

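A total of 6754 genes of the endometrium were called against day 0 on at least 1 day, 44.0% of those tested. In the ovary 2650 genes were called, 16.9% of those tested, and in the oviduct 2898, 18.5%. DESeq2, in place of edgeR, called 7866 genes in the endometrium, 4633 in the ovary and 4369 in the oviduct on at least 1 day.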

In summary, the highest number of significant genes was found in the ovary, the lowest number of significant was found in the oviduct (Fig. 4). In addition, we observed different levels of expression between oestrous phases based on the number of genes with maximum FC values through the oestrous phases and three tissues. 

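Over the sub-networks of the 3 tissues together, 59.9% of the genes had their largest absolute log2 FC on day 6 or day 9, 29.1% on day 12, 7.31% on day 15 or 18 and 3.7% on day 3. Days 6 and 9 together held 58.9% of the genes of the endometrium sub-network, 69.3% of those of the ovary and 35.0% of those of the oviduct, where day 12 alone held 54.4%. The share on days 15 and 18 was 12.3% in the endometrium, 2.16% in the ovary and 8.75% in the oviduct.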

Peak gene expression was observed between days 6 and 9, whereas the end of the cycle, between days 15 and 18, revealed basal gene expression levels.

Significant pathway terms from the Kyoto Encyclopaedia of Genes and Genomes (KEGG) database were enriched in the list of genes from each of the tissue-specific networks (Fig. 4D–F). The genes with the highest differential expression in the endometrium-specific network showed significant enrichment for eicosanoid metabolism (Fig. 4D), which is related to changes in prostaglandin and inflammation in blood vessels^21^. The genes with the highest differential expression in the ovary-specific network exhibited enrichment in terms related to steroid hormone synthesis (Fig. 4E). Moreover, the ECM-receptor interaction was robustly pronounced under the luteinising hormone-mediated activation in ovarian cancer^22^. In the chart for enriched pathways of the oviduct-specific network showing the genes with the highest differential expression, the ECM-receptor interaction was also significantly enriched (Fig. 4F). The focal adhesion pathway, which has potential roles in embryo transit and placentation, has also been reported^18,23^. The illustrated treemaps displayed significantly enriched GO terms in biological processes (Fig. 4G–I). The highest enrichments for each tissue were: The endometrium-specific genes were broadly associated with GO terms for responses to chemicals and the regulation of multicellular organismal processes (Fig. 4G), whereas the genes in the ovary-specific network were significantly enriched with GO terms for regulation of ion transport and very long-chain fatty acid metabolism (Fig. 4H). The genes in the oviduct-specific network were significantly enriched with GO terms for collagen biosynthesis and response to chemical (Fig. 4I).

### Genes involved in bridging between the tissue-specific sub-networks

A network for the entire integrated transcriptome consisted of three robust tissue-specific sub-networks, as shown in Fig. 2. Interestingly, the three sub-networks were connected with a small number of genes forming a triangular shape. Genes that connected at least two sub-networks were designated as bridging genes. 

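In the network found here, 279 genes had edges to nodes of at least 2 tissues, of which 105 were assigned to the endometrium, 122 to the ovary and 52 to the oviduct. Edges to nodes of all 3 tissues were found for 21 of them. These bridging genes were 24.6% of the nodes and took part in 8711 edges, 43.6% of all edges. A bridging gene had 43.0 edges on average, and another node had 32.7. A node with more edges reaches 2 tissues more easily, so the definition itself favours a higher mean for bridging genes. At an r2 over 0.90 there were 57 bridging genes with 644 edges.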

In total, there were 65 bridging genes (Supplementary data 3) that had a high level of connectivity (n = 1,454) to all other genes in the network (Fig. 5A). 

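Over the bridging genes, the mean absolute log2 FC in the endometrium was 0.73 on day 3, 1.61 on day 6, 2.03 on day 9, 2.04 on day 12, 1.71 on day 15 and 0.75 on day 18. In the ovary it was 1.98, 2.67, 2.48, 2.36, 1.68 and 1.06 on these days, and in the oviduct 1.05, 1.27, 1.42, 1.57, 0.9 and 0.7. The SD over genes was between 0.78 and 1.82 across days and tissues. An absolute log2 FC of at least 3 was reached on day 12 by 79 of the bridging genes in the endometrium, 92 in the ovary and 64 in the oviduct, and on day 18 by 6, 13 and 7. These counts include changes that were not called, since 0 genes of the ovary were called on day 18.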

The absolute FC expression levels of genes during the oestrous cycle were highest between day 6 and day 12 in each reproductive tissue (Fig. 5B). As shown in the heat map of the correlation matrix (Fig. 5C), there were many negative correlations between the expression levels in ovary and the other two tissues, whereas there were low correlations between the expression levels in endometrium and oviduct. Moreover, the correlation matrix revealed strong positive correlations in gene expression between day 6 and day 12 in each tissue. 

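Pearson's r was computed across the bridging genes between the log2 FC values of 1 day in a tissue and 1 day in another, for the 36 pairs of days of each pair of tissues. The mean r was -0.167 (SD over pairs of days 0.105) between the endometrium and the ovary, with 32 of the 36 negative. It was -0.15 (SD 0.079) between the ovary and the oviduct, with 34 negative, and 0.188 (SD 0.184) between the endometrium and the oviduct, with 7 negative. Among 10000 random lists of the same size matched on mean expression, these means lay at percentiles 0.0, 0.04 and 88.3. The bridging genes were chosen by their log2 FC values in all tissues, so the percentile describes the list and is not an independent test. With log2 FC taken from mean log2(CPM + 1), the directions reversed for the endometrium with the ovary (0.0275) and with the oviduct (-0.075). Genes are not independent replicates, and no p is given.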

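Between days 6, 9 and 12 of the same tissue, the mean r across the bridging genes was 0.817 in the endometrium, 0.96 in the ovary and 0.929 in the oviduct, and the lowest r of a pair of these days was 0.691, 0.943 and 0.905. Random lists of the same size matched on mean expression had medians of 0.728, 0.865 and 0.817. The contrasts of a tissue share its libraries of day 0, so they are not independent of each other.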

Days 3, 15, and 18, however, had relatively low correlations between each other.

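Between days 3, 15 and 18, the mean r across the bridging genes was 0.435 in the endometrium, 0.812 in the ovary and 0.457 in the oviduct. The medians of the matched random lists were 0.304, 0.457 and 0.422 for these days.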

**Figure 5:**
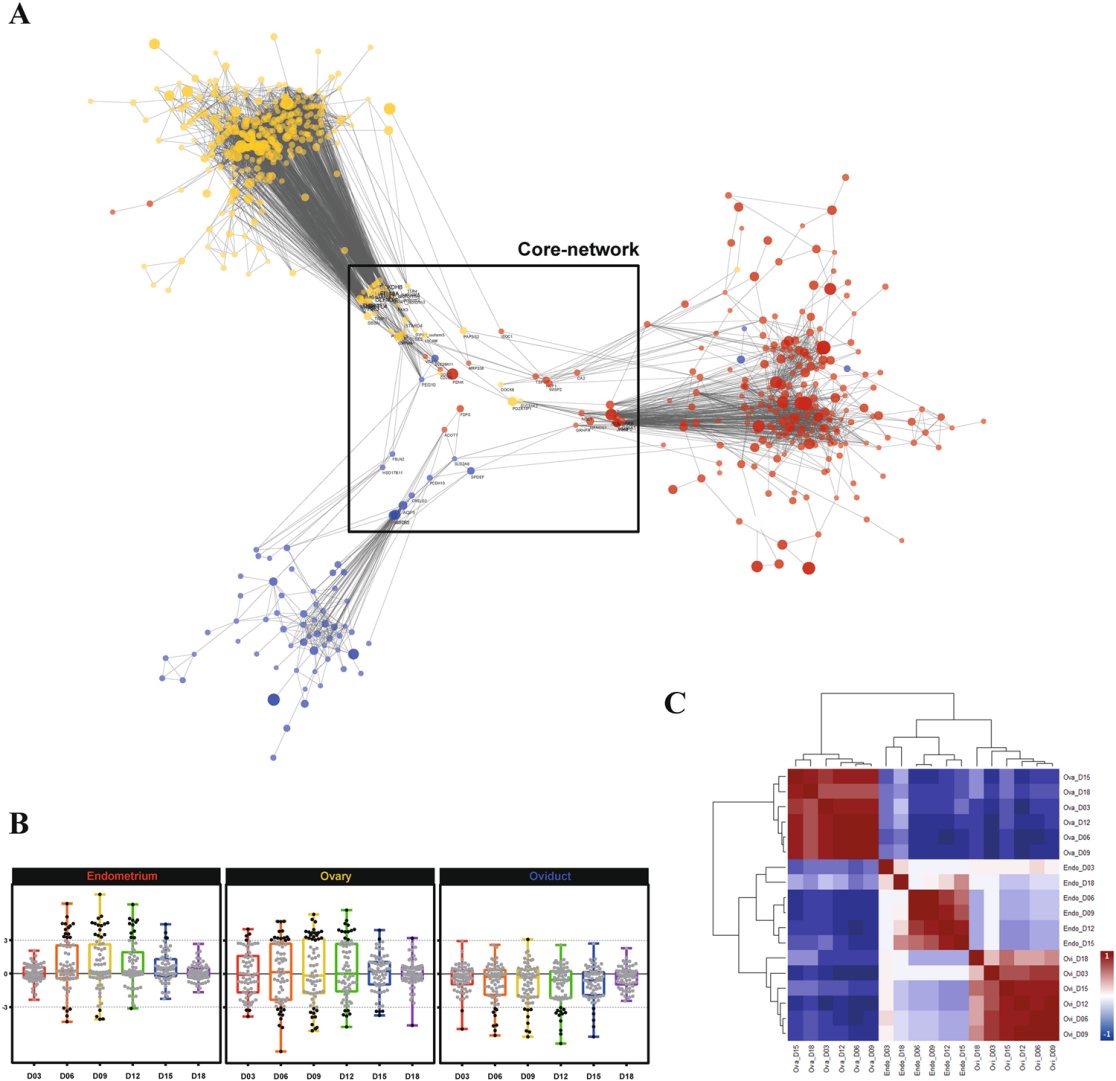
Embedded core network by gene bridging between tissues. (**A**) When a gene (node) has connections (edges) with at least two different tissues (colours), it is designated as a bridging gene. Genes were condensed into a core network, which had a high number of connections with the genes of subnetworks. (**B**) Scattered box plots representing waves of expression in genes of the core network during the oestrous cycle. Black dots in the plots have absolute log2 FC greater than 3.0, while all other dots are grey. The colours of box plots were matched with each of the colours of the oestrous phases in Fig. 4. (**C**) Correlation matrix of the core-network genes. A heat map representing the correlations between genes in different oestrous phases and tissues. The scale of correlation coefficients is coloured with red, white, and blue, representing 1, 0, and −1, respectively.

The GO enrichment analysis revealed specific clustering for functional annotations of genes. The Table 1 results represented the significantly clustered GO terms such as steroid biosynthetic process and positive regulation of apoptosis that involve in the female reproductive system^24^. The first ranked GO cluster involved biosynthesis of steroid hormones and the following clusters involved cell-to-cell adhesion and cell apoptosis. The GO terms that we identified in the top ranked clusters of reproductive tissues commonly participate in steroidogenesis across the oestrous cycle and possibly regulate reproductive hormone signalling.

**Table 1:** Top five functional GO annotation clusters enriched in categorised GO terms for the core-network genes.

Cluster	Enrichment score	Category^1^	Term	Count	*P*-value	Fold enrichment
1	1.19	BP	steroid metabolic process	4	2.94E-02	5.82
		BP	steroid biosynthetic process	3	3.24E-02	10.38
		BP	lipid biosynthetic process	3	2.92E-01	2.73
2	1.17	MF	monosaccharide binding	3	8.79E-03	20.72
		MF	sugar binding	4	3.16E-02	5.67
		MF	carbohydrate binding	5	3.61E-02	3.90
		BP	cell adhesion	5	2.02E-01	2.10
		BP	biological adhesion	5	2.03E-01	2.10
		BP	cell-cell adhesion	3	2.34E-01	3.20
3	0.90	BP	positive regulation of multicellular organismal process	4	4.72E-02	4.82
		BP	positive regulation of apoptosis	4	1.71E-01	2.74
		BP	positive regulation of programmed cell death	4	1.74E-01	2.72
		BP	positive regulation of cell death	4	1.75E-01	2.70
4	0.83	CC	endoplasmic reticulum	8	5.42E-02	2.27
		CC	endoplasmic reticulum part	4	1.29E-01	3.13
		CC	endoplasmic reticulum membrane	3	2.52E-01	3.03
		CC	nuclear envelope-endoplasmic reticulum network	3	2.72E-01	2.87
5	0.82	CC	proteinaceous extracellular matrix	4	1.08E-01	3.40
		CC	extracellular matrix	4	1.27E-01	3.15
		CC	extracellular region part	6	2.62E-01	1.70

^1^Category for GO terms includes biological process (BP), molecular function (MF), and cellular component (CC).

### qPCR validations for specific target genes

To technically validate genes found in tissue-specific networks, we performed qPCR analysis and compared the expression of those genes determined by qPCR to that by RNA-seq. We have chosen 22 genes included in biological pathways of networks specific for the endometrium, ovary, and oviduct. *HSD11B1*, *FXYD4*, *PTGER*2, *PTGS2*, *CYP2J2*, *SGPP1*, and *SGPP2* were selected for biological pathways in the endometrium-specific network (*aldosterone-regulated sodium reabsorption*, *eicosanoid metabolism*, and *sphingolipid metabolism*), *TLR2*, *TLR4*, *TLR9 AKR1C1*, *CYP7A1*, *CYP17A1*, *CYP19A1*, *ACAT2*, *HMGCR*, *HMGCS1*, *MVK* for biological pathways in the ovary-specific network (*dendritic cells in regulating Th1 and Th2 development*, *steroid biosynthesis*, and *terpenoid backbone biosynthesis*), and *COL1A1*, *COL3A1*, *IGF1*, and *ACTC1* for biological pathways in the ovary-specific network (*focal adhesion* and *hypertrophic cardiomyopathy*).

To examine global gene expression during the oestrous cycle between the two experiments, a comparative heatmap was visualized using quantile-normalized values (Fig. 6A). Most gene expression patterns were observed to be analogous between qPCR and RNA-seq throughout the oestrous cycle. To quantitatively assess this observation, the Pearson’s correlation coefficients were calculated using the log-fold change ratio comparison between the two experiments and found a significant correlation in total (*r*^*2*^ = 0.865 and Fig. 6B).

**Figure 6:**
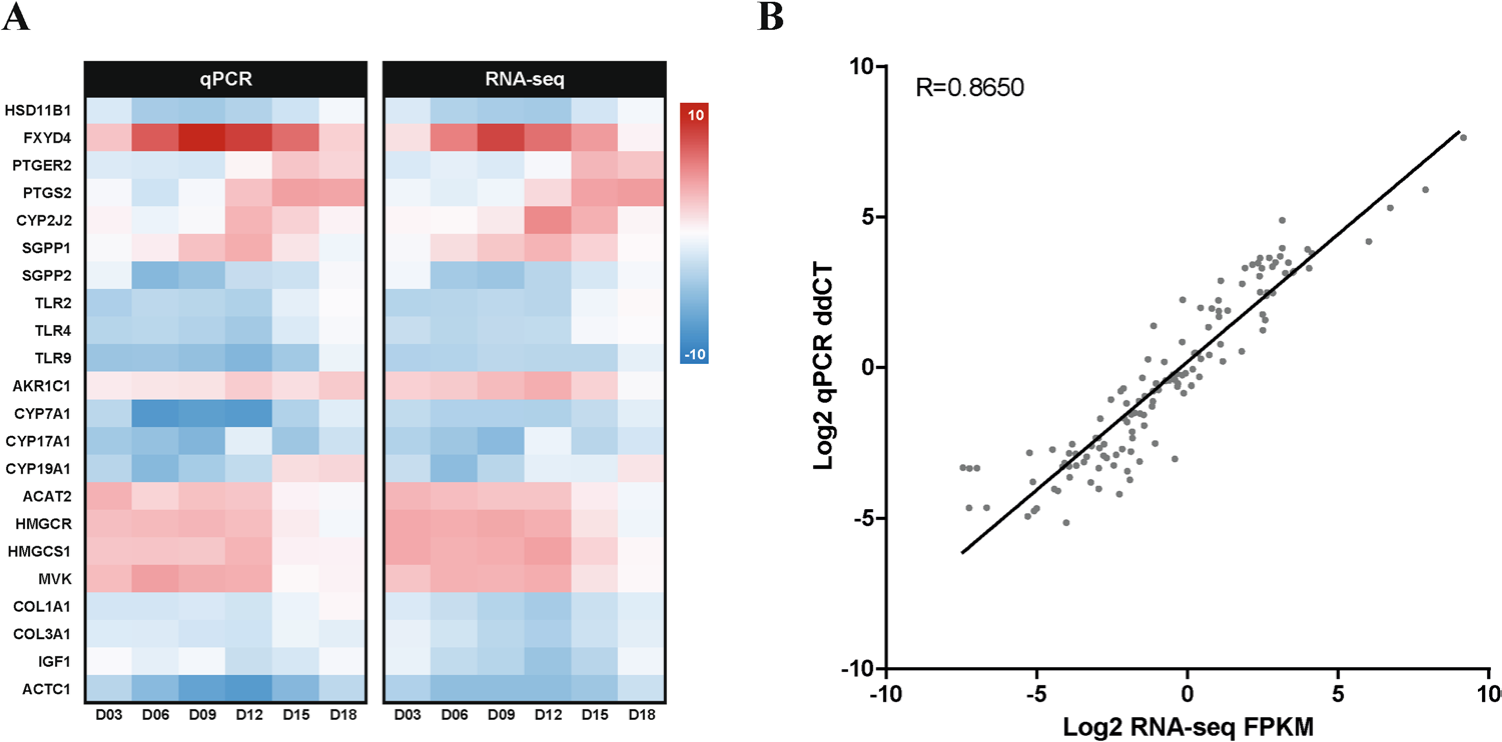
Comparisons of target gene expression by qPCR for technical validation. (**A**) Heatmap representing log2 FC expression values from both qPCR and RNA-seq. The gradient ranges from 10 (red) to −10 (blue). (**B**) Regression plot displaying the direct correlations between the two values for each gene. The seven different time periods of the oestrous cycle are not shown in the plot.

### Localization of genes involved in steroid biosynthesis and eicosanoid metabolism in the reproductive tissues

To understand the cellular localization of the expression of genes found in GCN analysis, we performed *in situ* hybridization analysis. We have chosen *CYP7A1*, *CYP17A1*, and *CYP19A1*, genes included in a biological process, *steroid biosynthesis*, found in the ovary-specific network, and *PTGS2* and *PTGER2*, genes included in a biological process, *eicosanoid metabolism*, found in the endometrium-specific network. As shown in Fig. 7A, the expression of *CYP7A1* and *CYP19A1* mRNAs was detected in the ovarian follicles with strong signal intensity in granulosa cells (GCs), while the expression of *CYP17A* mRNA was detected mainly in ovarian thecal cells (TCs). The expression of endometrial genes, *PTGS2* and *PTGER2*, was localized to endometrial epithelial and stromal cells with strong signal intensity at late diestrus stage of the oestrous cycle (Fig. 7B).

**Figure 7:**
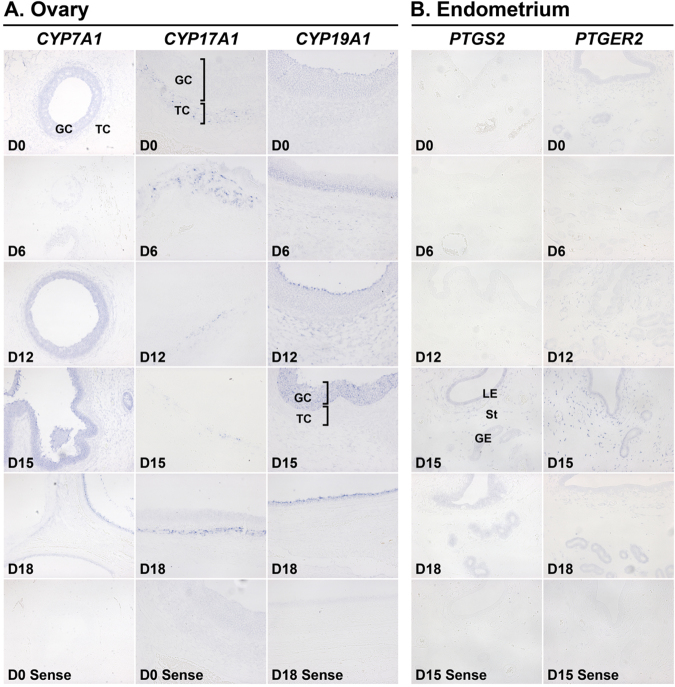
*In situ* hybridization analysis of *CYP7A1*, *CYP17A1* and *CYP19A1* mRNAs in the ovary (**A**) and *PTGS2* and *PTGER2* mRNAs in the uterine endometrium (**B**) during the oestrous cycle in pigs. Representative uterine sections from indicated day of the oestrous cycle hybridized with DIG-labeled sense cDNA probes (Sense) as a negative control are shown for *in situ* hybridization analysis. D, Day; GC, Granulsa cell; TC, Theca cell; LE, luminal epithelium; GE, glandular epithelium; St, stroma. Scale bar = 100 μm.

## Discussion

### Differentially expressed genes among tissues and time of oestrus cycle

During the oestrous cycle, the female reproductive system undergoes physiological, morphological, and functional changes in multiple tissues. Hence, understanding the regulatory mechanism of the function of the reproductive tissues is essential for the control of animal productivity and diseases. In this study, we investigated the molecular mechanisms of the oestrous cycle in the female reproductive tissues in pigs. We analysed transcriptomes of the female reproductive tissues of ovary, oviduct and endometrium by comparing and integrating the three transcriptomes throughout the oestrous cycle. According to the PCA plot using the transcriptomes expressed at different time of the oestrous cycle and in different reproductive tissues, a well-defined trajectory of transcriptomes was observed depending on the tissue type. Moreover, the transcriptomes tended to cluster among the days 6, 9, and 12, and among the days 0, 15, and 18 of the oestrous cycle. 

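The mean r between libraries of days 6, 9 and 12 was 0.958 in the endometrium, 0.965 in the ovary and 0.978 in the oviduct. Between libraries of days 0, 15 and 18 it was 0.953, 0.931 and 0.954, and between libraries of the different sets of days it was 0.928, 0.915 and 0.954. In each tissue, the excess of r within the sets over r between them was the largest among the 10 splits of these 6 days into sets of 3 (one-sided exact permutation test, p = 0.1, the smallest p that 10 splits allow). The sets are those the paper described from these data, so this is not an independent test. In the oviduct, r within days 0, 15 and 18 was no higher than r between the sets. The excess there came from days 6, 9 and 12. Each library was also placed on the line from the mean of day 0 (position 0) to the mean of day 9 (position 1) of its tissue, itself left out of those means. The libraries of these days therefore did not average 0 and 1. In the endometrium, the ovary and the oviduct, day 0 lay at 0.067 ± 0.058, 0.163 ± 0.262 and 0.128 ± 0.087 (SD, n = 3 each). Day 9 lay at 0.938 ± 0.024, 0.942 ± 0.014 and 0.874 ± 0.023 in the same order (SD, n = 3 each). In the endometrium the positions were 0.78 ± 0.0731 on day 6 and 0.696 ± 0.11 on day 12 (SD, n = 3 each), 0.384 ± 0.253 on day 15 (SD, n = 4) and 0.109 ± 0.0734 on day 18 (SD, n = 3). In the ovary they were 0.964 ± 0.0794 on day 6 (SD, n = 3), 0.813 ± 0.432 on day 12 (SD, n = 4), 0.362 ± 0.174 on day 15 (SD, n = 4) and 0.159 ± 0.188 on day 18 (SD, n = 3). In the oviduct they were 0.84 ± 0.0858 on day 6 (SD, n = 2), 0.952 ± 0.0813 on day 12 (SD, n = 4), 0.669 ± 0.256 on day 15 (SD, n = 4) and 0.277 ± 0.284 on day 18 (SD, n = 3).

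**Figure D2:**
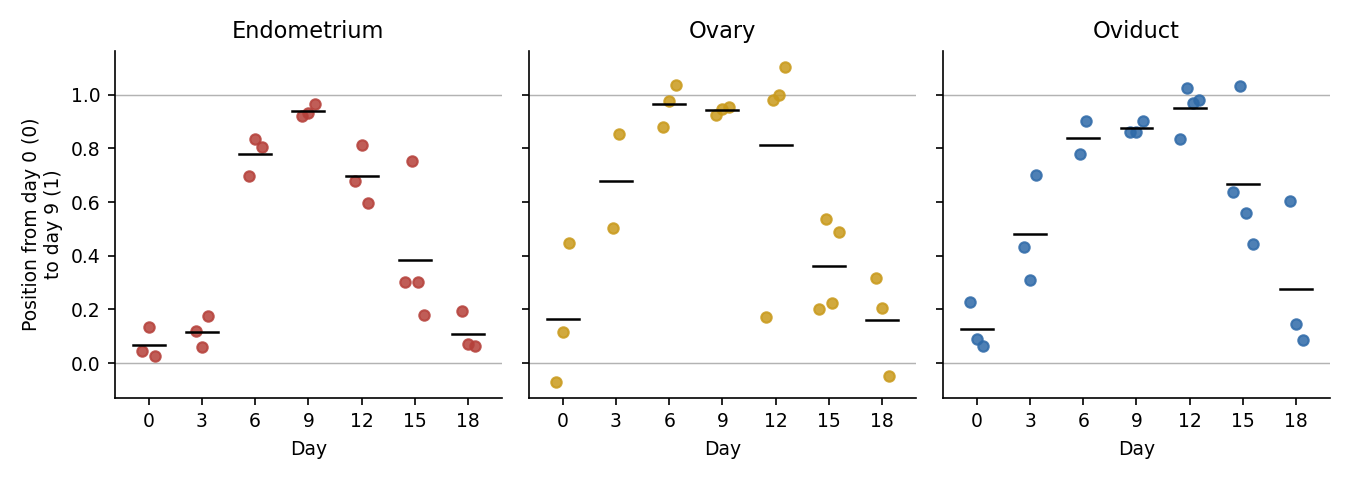
Position of each library (points) on the line from the mean of day 0 to the mean of day 9 (vertical axis, no unit) by day of the oestrous cycle (horizontal axis), with the mean of each group. In the ovary on day 12, 1 of the 4 libraries lies at 0.171 and the others between 0.979 and 1.10.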

When the transcriptomes were flared out by DEG values based on day 0, the similarities between tissues could be more clearly displayed. 

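On day 3 the numbers of DEGs against day 0 were 52 in the endometrium (10 higher, 42 lower), 28 in the ovary (23 higher, 5 lower) and 47 in the oviduct (20 higher, 27 lower). On day 15 they were 3002 in the endometrium (1527 higher, 1475 lower), 4 in the ovary (1 higher, 3 lower) and 908 in the oviduct (394 higher, 514 lower). On day 18 they were 29 in the endometrium (20 higher, 9 lower), 0 in the ovary and 36 in the oviduct (22 higher, 14 lower). On that day 710 genes of the ovary had an unadjusted p under 0.05, where 782 would by chance. Under DESeq2, the counts of day 18 were 354, 26 and 878.

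**Figure D3:**
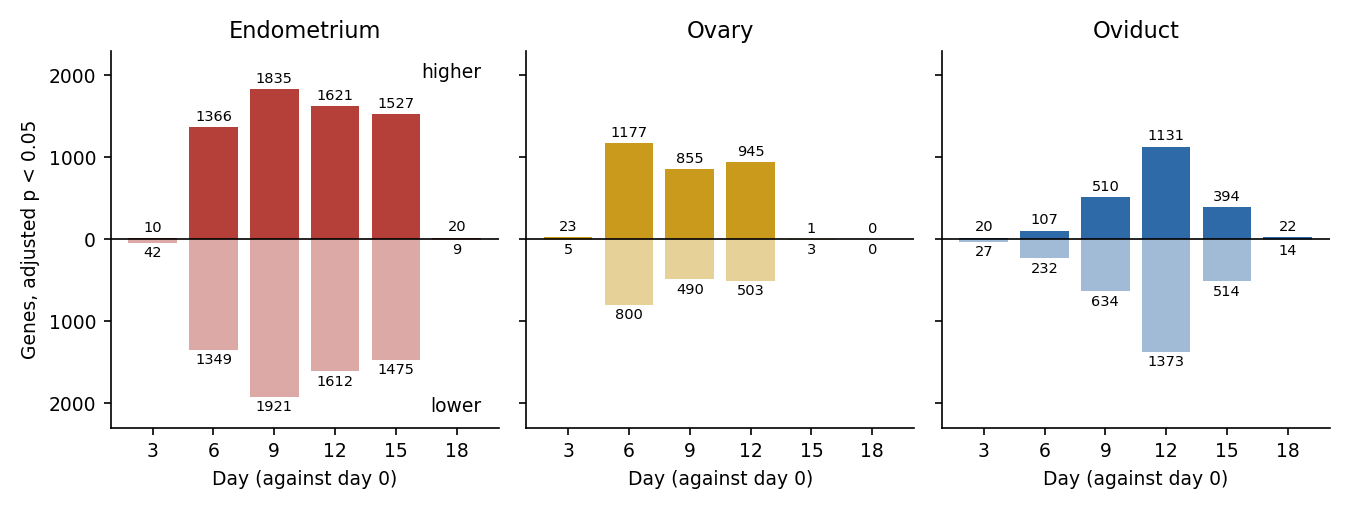
Number of genes with an adjusted p under 0.05 (vertical axis; higher than day 0 above the line, lower below it) on each day against day 0 (horizontal axis), for each tissue. The count is largest on day 9 in the endometrium (3756), on day 6 in the ovary (1977) and on day 12 in the oviduct (2504).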

The number of significant DEGs increased until approximately day 9 and then decreased to a steady state. The drift curves of DEGs resemble the curve for progesterone (P4) secretion and can be related to the secretion of prostaglandin (PGF_2α_), which causes a drop in P4 secretion when a female pig undergoes luteolysis^25,26^. However, it was difficult to find similarities between the drift curves for DEGs and oestrogen (E2) or gonadotropins (LH and FSH).

### Dynamic changes during the oestrus cycle within each tissue

According to list of the significant DEGs along the oestrus cycle of the three tissues, we noted the numbers of common and unique DEGs among the three tissues. Upon the release of GnRH and gonadotropins from the hypothalamic–pituitary axis, the oestrous cycle enters the follicular phase which leads to ovulation and the progression to the luteal phase in the ovary^27^. In response to progesterone from the corpus luteum (CL) in the luteal phase, the oviduct and endometrium prepare for pre-implantation embryo development and the establishment for pregnancy, whereas the endometrium initiates the luteolytic process when pregnancy is not established at the end of the luteal phase. Because the ovary, endometrium and oviduct intercommunicate and play major roles in the maintenance of the oestrous cycle, DEGs that are common among the reproductive tissues might be involved in the same biological processes for the oestrous cyclicity in all investigated tissues, while the DEGs that are unique to each of the tissue are likely to be involved in functions specific to the particular reproductive tissue.

The weighted GCN has advantages for representing system-level properties and for identifying specific molecular mechanisms^28–30^. We showed that several integrated transcriptomes can be illustrated at once by GCN analysis using the PCIT algorithm^31^. Only stringent DEGs (absolute FC > 3.0 and FDR < 0.05) were employed for the GCN analysis. The delta-winged network revealed three sub-networks corresponding to each of the reproductive tissues; meanwhile, the sub-networks were connected to each other with a small number of bridging genes. As revealed in the transcriptome integrations and expression pattern clusters in the constructed network, our data clearly showed the dynamic changes along the oestrous cycle in each reproductive tissue. Moreover, the significant nodes in the network displayed tissue-specific sub-networks and the genes were only highly differentially expressed within the tissue-specific sub-networks. This may suggest that the morphological changes during the oestrus cycle within each tissue individually are regulated via differential gene expression. Furthermore, this regulation within each tissue may be related to smaller differential gene expressions regulating tissue synchronization during the oestrus cycle. 

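Among the genes of the sub-networks, 44 of the endometrium (10.2%), 43 of the ovary (9.29%) and 31 of the oviduct (19.4%) were also called with an absolute log2 FC of at least 3 in another tissue. Called in another tissue at any fold change were 110 genes of the endometrium sub-network, 236 of the ovary sub-network and 67 of the oviduct sub-network. The median over genes of the largest absolute log2 FC was 4.28 in the endometrium against 1.69 in the other tissues, 4.01 against 1.42 for the ovary sub-network and 4.09 against 1.71 for the oviduct sub-network. A gene belongs to the tissue of its largest absolute log2 FC, so a smaller value elsewhere is part of the definition. The paper states that genes were highly differentially expressed only within the tissue-specific sub-networks, and from this raises, as a possibility, a regulation of the morphological changes of each tissue during the cycle through differential gene expression.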

Dynamic changes in DEGs or significant gene subsets may represent general biological signals. Therefore, the constructed networks were used to investigate the common or specific reproductive mechanisms in the oestrous cycle can reveal specific changes in gene expression.

### The importance of regulation of the steroid hormone and lipid metabolisms

Since the dynamic changes in DEGs of significant gene subsets specify the general biological actions, we constructed gene networks to investigate the common or specific functions of the reproductive tissues during the oestrous cycle. The functional annotation enrichment analysis for KEGG pathways in the constructed gene network revealed many significantly enriched terms. The enriched terms in the ovary-specific sub-network included *terpenoid backbone biosynthesis*, *steroid biosynthesis*, *sterol metabolism*, *cholesterol transport*, and *lipid metabolism*, which are related to steroid hormone biosynthesis and lipid metabolism. In the ovary, steroidogenesis is one of the major activities for sexual and reproductive functions^32^. In response to gonadotrophins, the ovary produces the major steroid hormones, estrogens and progesterone, which play important roles in reproductive tissues as well as a variety of other tissues. It is known that reproduction is directly coupled with lipid metabolism, which is also affected by steroid hormones^33,34^. Furthermore, it has been shown that the DEGs in the ovarian transcriptomes of pigs differing in litter size are involved in steroid biosynthesis, steroidogenesis and lipid metabolism^14^. Thus, the enriched biological terms found in the ovary-specific sub-network in this study indicate that the critical ovarian activities include steroidogenesis and lipid metabolism and that the actions of those DEGs in those biological terms play major roles in the regulation of the oestrous cycle and ovarian function for porcine prolificacy.

In addition, we determined the localization of genes involved in *steroid biosynthesis* found in the ovary-specific network and *eicosanoid metabolism* found in the endometrium-specific network to understand their cellular localization of expression and function in the reproductive tissues. The expression of *CYP7A1* and *CYP19A1* was mainly localized to ovarian GCs and the expression of *CYP17A* was localized to TCs, indicating that the steroidogenic activity in the ovary is mediated by the actions of TC and GC. The mRNA expression levels of *CYP17A1* and *CYP19A1* were great during the proestrus phase. In the endometrium, *PTGS2* and *PTGER2* expression was localized to endometrial epithelial and stromal cells with greatest abundance at late diestrus and proestrus phase, indicating that the endometrial production of PGs is active and PG action on the endometrium may be critical for endometrial function and oestrous cyclicity.

### Immune signalling and regulation of porcine reproduction

There were also significantly enriched KEGG terms in the network that are related to immune signalling, biological oxidation, and the cells and molecules involved in local acute inflammatory response (Fig. 3). The dendritic cell regulation of TH1-TH2 development through antigen-specific T-cell signalling is an important mechanism in the immune response^35^. Eicosanoid metabolism was also significantly enriched in both the main network and the endometrium-specific sub-network (Fig. 4D). Prostaglandins are one of the multiple subfamilies of eicosanoids. They play a major role in inflammation and other oxidative stresses^36,37^. PGF_2α_ secretion can act to lower P4 secretion, which is the signal that pregnancy has failed in pig. These findings demonstrate that the endometrium is directly involved in the biological reaction to a failed pregnancy during the oestrous cycle and involves prostaglandin and P4 signalling^25^. Moreover, a comparison of transcriptomes between pregnant and non-pregnant pigs reveals significant DEGs related to immune processes and pathways^38^, supporting our findings. In humans, after the withdrawal of progesterone induces menstruation, immune and haemostatic factors interact to induce endometrial haemostasis via platelet aggregation, fibrin deposition, and thrombus formation. Consequently, the cessation of menstrual bleeding can be achieved by the control of endometrial haemostasis^39^. Our results suggest that haemostasis and immune signalling are also important modulatory processes in pig and play a functional role in the endometrium during the oestrous cycle in non-pregnant pigs.

### Developmental origin of the three tissues, oestrus cycling and the core network

The oviduct has a developmental origin common to endometrium and is sensitive to changes in ovarian-derived steroid hormones^40^. The oviductal transcriptome in embryo maturation and transport suggested that the oviduct is associated with progesterone signalling and showed that focal adhesions were enriched in the KEGG enrichment analysis^18^. Focal adhesions are integrin receptor-mediated macromolecular complexes that are associated with the extracellular matrix (ECM)^41^. In mammals, the focal adhesions connected with ECM receptors are key mechanisms in pregnancy recognition signalling after oocytes fertilised in the oviduct enter the uterus for gestation. The mechanisms of pregnancy recognition signalling sustain the functional lifespan of the CL, which produces progesterone^21^. Our results with non-pregnant pigs indicated that focal adhesions and ECM-receptor interactions were significantly enriched in the entire network (Fig. 3) as well as the oviduct-specific sub-network (Fig. 4F). The genes in the oviduct-specific sub-network were downregulated throughout the oestrous cycle and their expression pattern was exactly opposite to the pattern of progesterone secretion from the CL. These results suggest that the downregulation of genes in the oviduct is related to the negative response to pregnancy recognition signalling during the oestrous cycle in non-pregnant pigs. Thus, this result may be opposite in pregnant pigs. This may also affect the expression levels of DEGs of the core network connecting the tissue-specific networks. These DEGs may relate to the synchronization of the tissues. 

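The score of the falling genes of the oviduct sub-network in the oviduct was -1.43 ± 0.51 on day 3 (SD, n = 3), -1.95 ± 0.13 on day 6 (SD, n = 2), -2.15 ± 0.08 on day 9 (SD, n = 3) and -2.34 ± 0.09 on day 12 (SD, n = 4). It was -1.77 ± 0.54 on day 15 (SD, n = 4) and -0.81 ± 0.75 on day 18 (SD, n = 3). Every library of these days lay below every library of day 0. For days 12 and 15 the two-sided exact permutation test gave p = 0.0286, the smallest p that 4 libraries against 3 allow, and for the other days it gave p = 0.1, the smallest that their numbers allow. The genes were chosen for their change against day 0. No measure of progesterone was analysed here.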

Alternatively, pregnancy may induce larger differences due to the different roles of the tissues in pregnancy.

### The core network of bridging genes connecting the transcriptomes of three tissues regulating pig oestrus cycling

Based on the genes bridging among the three reproductive tissues (Fig. 5) and their significant GO terms (Table 1), the connectivity between the tissues and the shared biological roles of the three tissues were investigated. Ovarian steroids and cytokines regulate endometrial gene expression and oviduct function during the oestrous cycle and pregnancy^10,42^. *CYP17A1*, *FDPS*, *HSD17B11*, and *TSPO* were among the genes in the network that are involved in steroid metabolic processes. In particular, *CYP17A1* is known to play a role in steroid hormone synthesis and a recent study that investigated the proteome of the ovine ovary suggested that upregulation of *CYP17A1* is responsible for large litter size^22^. In pigs, *CYP17A1* was also highly expressed in the endometrium during implantation^23^. On the other hand, *CYP17A1* was downregulated, along with *HSD17B11* and *TSPO*, during the oestrous cycle of non-pregnant pigs, as validated by qPCR (Fig. 6A). Moreover, other kinds of *CYP* (cytochrome P450) genes were also significantly downregulated in our study. The core network also revealed significant GO terms for cell adhesions and ECM. *VCAN*, which is a major component of the ECM, was commonly found in the GO terms. *VCAN* activates downstream cytokines such as IL6 and TNF through TLR2 and CD14 and these cytokine changes are important embryo-maternal signals in the porcine female reproductive tract during pregnancy^43–45^. In our study, genes such as the *TLR*s (Fig. 6A) and *VCAN* were significantly downregulated. Therefore, it can be implied that these genes have negative regulatory effects during the oestrous cycle in the reproductive tracts of non-pregnant pigs. We also focused on the high over-expression of *FXDY4* in the endometrium throughout the oestrous cycle (Fig. 6A). A previous study compared transcriptomes during pregnancy and non-pregnancy on day 12 in the endometrium and indicated significantly up- and downregulated DEGs. Among them, *FXDY4* was extremely downregulated during pregnancy [64]. In our study, we showed that *FXDY4* was highly upregulated with the highest expression occurring on day 9. Therefore, the opposite regulation profiles of genes such as CYP17A1 and FXDY4 represented different changes in hormonal and immune signalling of reproductive tissues during pregnancy and non-pregnancy throughout the oestrous cycle. Therefore, we suggest further studies to clarify the molecular functions of these genes so they may be used as molecular markers.

Summarizing, the core network connecting the transcriptomes of the ovary, the oviduct, and the endometrium is enriched for two types of genes: (1) Steroid metabolism probably related to steroid hormone expression regulation, and (2) Communication between cells: ECM, cell adhesion, and immune processes.

## Conclusions

What can we learn from our results about the regulation of tissue synchronization of three reproductive tissues in non-pregnant pigs throughout the oestrous cycle? First of all, the DEGs of the core network showed less differential expression than the DEGs differing among oestrus phases within each tissue. This suggests that the progression through the oestrus cycle in each tissue is regulated through regulation of gene expression. 

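The largest absolute log2 FC of a gene over all days and tissues had a median of 4.03 and a mean of 4.42 ± 1.32 (SD over 279 genes) for the bridging genes. For the 855 other nodes of the network, the median was 4.17 and the mean 4.68 ± 1.65 (SD over genes). Averaged over the 18 contrasts, the absolute log2 FC was 1.56 for the bridging genes and 1.34 for the other nodes. A node had to reach an absolute log2 FC of at least 3 to enter the network in either group.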

The results suggest that tissue synchronization may either require less regulation – e.g. because it is an intrinsic trait – or that it is regulated outside the core network. Remarkably, the genes of the core network mainly relate to steroid metabolism and regulation of (physical and immune signaling) cellular contacts. This indeed suggest that steroid hormones may be involved, and that direct interactions among cells inducing cellular signalling in each of the tissues are the main regulatory mechanism regulating the events of different tissues during the progression of the oestrus cycle.

## Materials and Methods

### Animals and tissue preparation

All experimental procedures involving animals were conducted in accordance with the Guide for Care and Use of Animals in Research and approved by the Institutional Animal Care and Use Committee of the National Institute of Animal Science (No. 2015-137). Twenty-one crossbred (Landrace × Yorkshire) gilts of similar age (6–8 months) and weight (100–120 kg) were utilised in this study after experiencing at least two oestrous cycles of normal duration (18–22 days). Gilts in the presence of boars were observed daily for oestrous behaviour. The day on which oestrous behaviour was first exhibited was designated as day 0. The ovary, endometrium, and oviduct reproductive tissues of gilts were collected on days 0 (the onset of oestrous behaviour), 3, 6, 9, 12, 15, or 18 of the oestrous cycle (n = 3 gilts/day) by hysterectomy to encompass the whole stage of the oestrous cycle (Fig. 1A). Endometrial tissue was dissected free of myometrium from the middle portion of the uterine horns. Oviductal tissue was collected from the ampulla region and a whole ovary on one side was collected as previously described^46,47^. Tissues were snap-frozen in liquid nitrogen and stored at −80 °C for RNA extraction. For *in situ* hybridisation analysis, cross sections of endometrium, oviduct, and ovary were fixed in 4% paraformaldehyde in PBS (pH 7.4) for 24 h and then embedded in paraffin, as previously described^47^.

### Library preparations and sequencing

Total RNA was extracted from the endometrial, oviductal and ovarian tissues using TRIzol reagent (Invitrogen, Life Technology, Carlsbad, CA) according to the manufacturer’s recommendations. The quantity of RNA was assessed spectrophotometrically, and integrity of RNA was validated following electrophoresis in 1% agarose gel. The mRNA of 1 µg of total RNA was converted into a library of template molecules suitable for subsequent cluster generation using the reagents provided in the Illumina® TruSeq™ RNA Sample Preparation Kit. The first step in the workflow involved purifying the poly‐A containing mRNA molecules using poly‐T oligo‐attached magnetic beads. Following purification, the mRNA was fragmented into small pieces using divalent cations under elevated temperature. The cleaved RNA fragments are copied into first strand cDNA using reverse transcriptase and random primers. This is followed by second strand cDNA synthesis using DNA Polymerase I and RNase H. These cDNA fragments then go through an end repair process, the addition of a single ‘A’ base, and then ligation with adapters. The products were then purified and enriched with PCR to create the final cDNA library. The libraries were quantified using qPCR according to the qPCR Quantification Protocol Guide (Manufacturer) and qualified using an Agilent Technologies 2100 Bioanalyzer. The cDNA libraries were sequenced using the paired-end sequencing by Illumina HiSeq. 2000.

### RNA-seq data processing and differentially expressed gene (DEG) analysis

In total, 130 million paired-end sequence reads were produced, with an average of 19.5 million reads per sample. The all of raw RNA-seq data were deposited at the NCBI Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) under the accession GSE108570. Before the RNA-seq data analysis, raw reads were processed for quality filtering by fastQC and the first 13 bp of each read were trimmed based on the Per Base Sequence Content from fastQC^48^. The standard Tuxedo protocol was followed to estimate the normalised expression levels of transcripts^49^. All trimmed reads were mapped against the reference genome (*Sus scrofa* 10.2, GCA_000003025.4) and transcriptome (Ensembl v78) from the Ensembl genome browser (http://www.ensembl.org/Sus_scrofa/) by tophat2 v2.0.13 using the default options. Mapping statuses were plotted and analysed by MultiQC v0.8dev^50^. All possible transcripts were inferred using the Reference Guided Transcriptome Assembly (RABT) mode in cufflinks v2.2.1^51^. The gene expression level was obtained using the measurement of fragments per kilobase per million reads (FPKM). Geometric normalisation methods were used because at least two samples from different pigs were collected for each time point^52^. Differentially expressed genes (DEGs) were selected by Cuffdiff in the Tuxedo protocol with a q-value cut-off of 0.05 by comparing all tissues at the same time point. Principal component analysis (PCA) was performed to analyse relationships between individual samples and we employed ggfortify and cluster packages in R to visualise PCA results. Additional k-means clustering and PAM (Partitioning Around Medoids) algorithms were adopted because individuals were clearly clustered into three groups^53^.

For expression profiling across multiple tissues and periods of the oestrous cycle, further analyses were performed using in-house R scripts. The correlation values between tissues were calculated by Pearson Correlation using a log2 (FPKM + 1) value. Then, the complete-linkage clustering was performed and visualised with an FPKM frequency histogram. Genes that had fold changes (FC) of 2, 4, 8, 16, 32, 64, 128, and 256 were selected and the genes with an 8-FC showing high connectivity among tissues were visualised and analysed^54^. Z-score-transformed log2 (FPKM + 1) values were used to compare and analyse gene expression levels.

### GCN analysis and visualisation

The GCN analysis was performed on transcripts with cut-off proceeded as follows: (1) the transcripts were removed when they did not have a significant FDR (q < 0.05) in any of the seven oestrous time points and three tissues; (2) the rRNA transcripts and *de novo* transcripts that had more than two gene symbols were removed; (3) a stringent significant level in DEG (absolute log2 FC ≥ 3.0) was employed to enhance the efficiency of network construction. As a consequence, only the transcripts that had absolute log2 FC greater than 3.0 in at least one of the seven oestrous time points and one of the three tissues were used for GCN analysis. The significant DEGs were entered in the PCIT algorithm^31^. The PCIT algorithm determined co-expression between genes using the concept of partial correlation coefficients with information theory. Thereafter, the PCIT algorithm has been used to establish significant connections (edges) and construct the network. Connections between two genes with a correlation estimate for co-expression between zero and one. We created a network by taking absolute co-expression correlations greater than 0.90 among those determined to be significant by the PCIT algorithm. Cytoscape version 3.4.0 was used to visualise the co-expression network^55^. In the topological view of the network, genes (nodes) were closer together when they had more common neighbours than the others.

Sub-networks were constructed based on the gene clustering analysis with visual identifications. The k-means clustering algorithm was used in the Multi Experiment Viewer software after median centring by narrowing down the optimal number of clusters with 1 K iterations^56^. The clustered genes had distinct expression patterns between tissues based on their log2 FC of FPKM across all phases of the oestrous cycle. Genes that had connections to at least two different tissues, designated bridging genes, were used to investigate the core-network responsible for connections between tissue-specific networks. Otherwise, genes were excluded when they were embedded within the tissue-specific networks or located outside of sub-networks. Bridging genes were used to rebuild the core network, which was visualised using the Prefuse force directed layout in the Cytoscape software. Then, four sub-clusters were identified that had a high number of connections in the core network. The same colours were always used in the figures to represent the different tissues (red, endometrium; yellow, ovary; and blue, oviduct) and oestrous cycle time points (red, D3; orange, D6; yellow, D9; green, D12; blue, D15; and purple, D18).

### *In silico* functional analyses

The genes in the network were analysed for functional enrichment of Gene Ontology (GO) terms in biological processes and pathways using the DAVID Bioinformatics Resources 6.7^57^. Major databases, including BBID, BIOCARTA, KEGG, PANTHER, and REACTOME, were used for the pathway enrichment analysis. The significantly enriched pathways were represented by fold enrichment and a –log10 *P*-value. GO annotations in biological processes were also enriched using the FAT option, which is a specific GO category filter in DAVID.

The enrichment analysis of pathways in DAVID was performed again for each of the clearly separated tissue-specific sub-networks of different tissues using the same method as described above. GO enrichment analyses for the sub-networks were also carried out by the BiNGO plugin in Cytoscape^58^. Then, the REVIGO visualisation tool was applied to make tree maps for the enriched GO terms^59^. The enrichment analyses using BiNGO were conducted with default conditions and with the basal significance level (*P* < 0.05). The data were analysed using the human annotation (using HUGO official gene symbols) and the pig annotation, separately. The core network, consisting of genes connecting the tissue-specific sub-networks (called “bridging genes”), functional annotation clustering in DAVID was performed to determine the various biological roles of core-network genes in all aspects of GO terms including biological processes, cellular components, and molecular functions.

### Quantitative real-time PCR (qPCR)

The results of RNA-seq analysis were validated by qPCR with the same RNA samples as used for RNA-seq. qPCR was performed with the Applied Biosystems StepOnePlus System (Applied Biosystems, Foster City, CA, USA) using the SYBR Green method. Complementary DNAs (cDNAs) were synthesised from 4 µg of total RNA isolated from the tissues. Newly synthesised cDNAs (total volume of 21 μl) were diluted 1:4 with sterile water and then used for PCR. The Power SYBR Green PCR Master Mix (Applied Biosystems) was used for PCR reactions. The final reaction volume of 20 μl included 2 μl of cDNA, 10 μl of 2 × master mix, 2 μl of each primer, and 4 μl of dH_2_O. PCR conditions and sequences of primer pairs are listed in Supplementary data 1. The cycle thresholds determined for the target genes were normalised against the geometric mean of the reference genes, *RPL7*, *UBB*, and *TBP*, which have previously been used in porcine reproductive tissues^47,60^. Relative expression levels of the selected target genes were calculated using the 2^−ΔΔCT^ method^61^. The identity of each amplified PCR product was verified by sequence analysis after cloning into the pCRII vector (Invitrogen). Regression analysis was performed to compare the expression values from the real-time PCR with RNA-seq results.

### Non-radioactive *in situ* hybridisation

To determine the localisation of expression of selected genes in the reproductive tissues, a non-radioactive *in situ* hybridisation procedure was performed, as previously described with several modifications^62^. Sections (5 µm thick) were rehydrated through successive baths of xylene, 100% ethanol, 95% ethanol, diethylpyrocarbonate (DEPC)-treated water, and DEPC-treated PBS. Tissue sections were boiled in citrate buffer (pH 6.0) for 10 min. After washing in DEPC-treated PBS, sections were digested using 5 µg/ml Proteinase K (Sigma) in TE (100 mM Tris-HCl, 50 mM EDTA, pH 7.5) for 10 min at 37 °C. After post-fixation in 4% paraformaldehyde, tissue sections were incubated twice for 15 min each in PBS containing 0.1% active DEPC, and equilibrated for 15 min in 5 × saline sodium citrate (SSC). The sections were prehybridised for 2 h at 68 °C in hybridisation mix (50% formamide, 5 × SSC, 500 µg/ml herring sperm DNA, 250 µg/ml yeast tRNA). Sense and antisense riboprobes for each gene were generated using partial cDNAs cloned into pCRII vectors by linearising with appropriate restriction enzymes and labelling with digoxigenin (DIG)-UTP using a DIG RNA labelling kit (Roche, Indianapolis, IN, USA). The probes were denatured for 5 min at 80 °C and added to the hybridisation mix. The hybridisation reaction was carried out overnight at 68 °C. Sections hybridised with sense riboprobes served as negative controls. Pre-hybridisation and hybridisation reactions were performed in a box saturated with a 5 × SSC − 50% formamide solution to avoid evaporation. No coverslips were used. After hybridisation, sections were washed for 30 min in 2 × SSC at room temperature, 1 h in 2 × SSC at 65 °C, and 1 h in 0.1 × SSC at 65 °C. Probes bound to the section were detected immunologically using sheep anti-DIG Fab fragments covalently coupled to alkaline phosphatase and nitro blue tetrazolium chloride/5-bromo-4-chloro-3-indolyl phosphate (toluidine salt) as chromogenic substrate, in accordance with the manufacturer’s protocol (Roche).

## Electronic supplementary material

Supplementary information

# Supplementary material for: Integrated transcriptomes throughout swine oestrous cycle reveal dynamic changes in reproductive tissues interacting networks
**Source:** Sci Rep. 2018 Apr 3;8:5436. doi: 10.1038/s41598-018-23655-1
**Supplement:** Supplementary file 1 — Supplementary information

1    **Integrated transcriptomes throughout swine oestrous cycle reveal dynamic changes in reproductive tissues interacting networks**

2

3    Jun-Mo Kim, Jong-Eun Park, Inkyu Yoo, Jisoo Han, Namshin Kim, Won-Jun Lim, Eun-Seok Cho, Bonghwan Choi, Sunho Choi, Tae-Hun Kim,

4    Marinus F. W. te Pas, Hakhyun Ka, and Kyung-Tai Lee

5

6 **Supplementary data 1.** Summary of qPCR primer sequences and expected product sizes

| 7  |                | Sequence of forward (F)     |                       |              |               |                       |
|----|----------------|-----------------------------|-----------------------|--------------|---------------|-----------------------|
| 8  |                | and reverse (R) primers     | Annealing Temperature | Product size | No. of cycles | GenBank accession no. |
| 9  | Primer         | (5' → 3')                   | (°C)                  | (bp)         |               |                       |
| 10 |                |                             |                       |              |               |                       |
| 11 |                |                             |                       |              |               |                       |
| 12 | <i>ACAT2</i>   | F: CTACCACATGGGCATCACAG     | 60                    | 150          | 40            | XM_001928345.3        |
| 13 |                | R: ACAAAAACCGGCACAATCTC     |                       |              |               |                       |
| 14 | <i>ACTC1</i>   | F: TGCTGAGCGTGAAATTGTTC     | 60                    | 213          | 40            | NM_001170517.2        |
| 15 |                | R: ATGCCAGCAGATTCCATACC     |                       |              |               |                       |
| 16 | <i>AKR1C1</i>  | F: TTTTCCGTCCAGAATTGGTC     | 60                    | 207          | 40            | NM_001044618.1        |
| 17 |                | R: CCTCGTTCTTGCACTTCTCC     |                       |              |               |                       |
| 18 | <i>COL1A1</i>  | F: CAAAGAAGGCAGCAAAGGTC     | 60                    | 163          | 40            | XM_013981012.1        |
| 19 |                | R: TCCAGCAATACCCTGAGGTC     |                       |              |               |                       |
| 20 | <i>COL3A1</i>  | F: TTTGGCACAACAACAGGAAG     | 60                    | 189          | 40            | NM_001243297.1        |
| 21 |                | R: TCTCCAAATGGGATCTCAGG     |                       |              |               |                       |
| 22 | <i>CYP2J2</i>  | F: GCCTCCAGACAATGAGAAGC     | 60                    | 180          | 40            | XM_003127961.5        |
| 23 |                | R: CTGTCCCCTCACTTCTGAGC     |                       |              |               |                       |
| 24 | <i>CYP7A1</i>  | F: TGCACAGAAAGCACTCATCC     | 60                    | 183          | 40            | KP687249.1            |
| 25 |                | R: ACCAGTTCCGAGATGTGGTC     |                       |              |               |                       |
| 26 | <i>CYP17A1</i> | F: CCAAGGAGGTGCTTCTCAAG     | 60                    | 188          | 40            | NM_214428.1           |
| 27 |                | R: GTTCTCCAGCTTCAGGTTGC     |                       |              |               |                       |
| 28 | <i>CYP19A1</i> | F: TGCTAATTGCAGCACCAGAC     | 60                    | 196          | 40            | NM_214429.1           |
| 29 |                | R: GGCTGGTACCTCATGCTCTC     |                       |              |               |                       |
| 30 | <i>FXD4</i>    | F: AACTGTGTCATGGAGGGTGT     | 60                    | 318          | 40            | XM_013983257.1        |
| 31 |                | R: ATGGAAACTGGTACAGGGAG     |                       |              |               |                       |
| 32 | <i>HMGCR</i>   | F: GCAGATGCTAGGGGTTCAAG     | 60                    | 198          | 40            | EU726797.1            |
| 33 |                | R: GTGCAAGTTCCTTGGAGGTC     |                       |              |               |                       |
| 34 | <i>HMGCS1</i>  | F: GCGGCTAGAAGTTGGAACAG     | 60                    | 222          | 40            | NM_001252215.1        |
| 35 |                | R: ACAGCAATATCCCCTGCAAC     |                       |              |               |                       |
| 36 | <i>HSD11B1</i> | F: AAGAAGGTGGTGTCCCACTG     | 60                    | 235          | 40            | KP735788.1            |
| 37 |                | R: GGACCACGTAGCTGAGGAAG     |                       |              |               |                       |
| 38 | <i>IGF1</i>    | F: CTCTCCTTACCAGCTCTGC      | 60                    | 201          | 40            | NM_214256.1           |
| 39 |                | R: CTCCAGCCTCCTCAGATCAC     |                       |              |               |                       |
| 40 | <i>MVK</i>     | F: TGGAGCATTACCTTGTGCTG     | 60                    | 214          | 40            | XM_001929184.5        |
| 41 |                | R: GCCTGCTTCGTGTCCTCTAC     |                       |              |               |                       |
| 42 | <i>MYH7</i>    | F: CTAATCGGGCTTCTGTG        | 60                    | 233          | 40            | NM_213855.1           |
| 43 |                | R: ACTGGATGACCCTCTTGGTG     |                       |              |               |                       |
| 44 | <i>PTGER2</i>  | F: AGAGTAGGCTTGTTGGTTAATGTC | 60                    | 129          | 40            | XM_003353488.3        |

|    |              |                                        |    |     |    |                |
|----|--------------|----------------------------------------|----|-----|----|----------------|
| 45 |              | R: GAAACTTCCTAACGTCTTCTTGGTT           |    |     |    |                |
| 46 | <i>PTGS2</i> | F: TCGACCAGAGCAGAGAGATGAGAT            | 60 | 134 | 40 | NM_214321.1    |
| 47 |              | R: ACCATAGAGCGCTTCTAACTCTGC            |    |     |    |                |
| 48 | <i>SGPP1</i> | F: TCTGGATCTGGAACCTGGAC                | 60 | 222 | 40 | XM_003353501.3 |
| 49 |              | R: AGGTGAGCAGAACCATGGAG                |    |     |    |                |
| 50 | <i>SGPP2</i> | F: TCCTTGGTGTGTCTCAGCAG                | 60 | 243 | 40 | XM_013984536.1 |
| 51 |              | R: CAGACACCACCACCATCTG                 |    |     |    |                |
| 52 | <i>TLR2</i>  | F: GAACCCATCGAGAAGAAGACCATTC           | 60 | 148 | 40 | NM_213761.1    |
| 53 |              | R: GAACCTAGGACTTGATCGCAGCTCT           |    |     |    |                |
| 54 | <i>TLR4</i>  | F: TAGTGCGTCAGTTCTCACCTTCCTC           | 60 | 119 | 40 | AB188301.2     |
| 55 |              | R: AGGTGCTTTCACCTCTGCCATATTT           |    |     |    |                |
| 56 | <i>TLR9</i>  | F: GCCATTACTAGGGAGGTGGATGGT            | 60 | 109 | 40 | NM_213958.1    |
| 57 |              | R: TGCAGTTTGGCATGAAGTCCTCT             |    |     |    |                |
| 58 | <i>RPL7</i>  | F: AAG CCA AGC ACT ATC ACA AGG AAT ACA | 60 | 172 | 40 | NM_001113217   |
| 59 |              | R: TGC AAC ACC TTT CTG ACC TTT GG      |    |     |    |                |
| 60 | <i>UBB</i>   | F: GCA TTG TTG GCG GTT TCG             | 60 | 65  | 40 | NM_001105309.1 |
| 61 |              | R: AGA CGC TGT GAA GCC AAT CA          |    |     |    |                |
| 62 | <i>TBP</i>   | F: AAC AGT TCA GTA GTT ATG AGC CAG A   | 60 | 153 | 40 | XM_013991786.1 |
| 63 |              | R: AGA TGT TCT CAA ACG CTT CG          |    |     |    |                |

64 -----

65

66

67 **Supplementary data 2.** Gene clusters based on expression pattern clustering

| Clusters  | Number<br>of genes<br>(%) | Gene symbol                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-----------|---------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cluster 1 | 58<br>(9 %)               | MUC20, UABP-2, NOS1, RAI2, CHGA, CYP24A1, SOD3, KSR2, MMP7, CLU, WISP2, BF, LAMB3, CRYGS, MUC16, SLPI, LCN2, LGR5, UABP-2, CXCL2, LAMC2, VNN2, HSD11B1, UCAL-P19, CHIA, SELL, PLAT, SULT2A1, SLC38A4, UPK1B, RASD1, GPX3, MYO10, TIMP-2, MEP1B, BCAS1, C2CD4A, PTGER2, SLC47A2, SGPP2, SGPP2, MUC4, HTRA4, COL17A1, IER3, C2orf72, LIF, COL17A1, VNN1, UNC5CL, PRKAR2B, IGFBP3, PVALB, SLC12A2, GCNT3, CA2, PTGS2, IL1A                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Cluster 2 | 136<br>(22 %)             | KCNK2, HAO2, GRAMD1B, HIST1H2BK, GDAP1L1, LIMA1, LIMA1, LHCGR, ITPR1, PAQR9, L1CAM, S1PR5, RBMS3, ODC1, HUNK, SYT3, RGC32, MAP1B, PPP1R1B, PLS1, UBR3, OLFM3, CYB5A, CLIC6, SMARCA1, DUOXA1, FMO1, TMPRSS7, KCNE1, MEDAG, ENPEP, CD209, SLC30A5, FAM195A, WFIKKN1, BSP1, SLC26A6, GGT1, TGM5, FOXRED2, DEFB123, PNCK, TGFA, ITPR1, SULT1C3, CLIC5, TDH, DKK2, TMEM170B, COBLL1, IL4I1, DUOXA2, ABCB1, MAL2, OCRL, AP1S3, COBL, CACNA2D2, PCDH15, ERO1B, SNTB1, CYB561, DUOX2, LHCGR, PEG10, ITPR1, ITPR1, ITPR1, KCNK3, PAK3, PAK3, PIM2, TM7SF2, PRKX, FDXR, JAKMIP1, FAM222A, PCOLCE2, HAGH, DNAJA1, HAGH, SOX7, RDH11, SCAP, GAS2, GLDC, RUNDC3A, SLC35F5, AKR1C1, FAM196A, B3GALNT1, PGP1A, HUNK, AVPI1, AQP9, VAT1L, ERO1B, UGT8, BCKDHB, ELOVL6, SOHLH1, RLN, PTHLH, MVK, CCDC64, TMEM52, COL22A1, DHRS4, DHCR24, EBP, ADRB1, RASGRP1, AOX1, ST8SIA5, MME, FABP, FABP3, FAM101A, MRO, DERL3, CTAGE4, AIG1, OLFM2, SLC38A11, ABCB1, RDH12, ALOX15, FSTL4, IBSP, SORD, UGT8, SLC5A2, VCAN, TIMP1, PTGFR, PDZK1IP1 |
| Cluster 3 | 81<br>(13 %)              | EPHB1, TP53INP2, FAXDC2, LIPG, RNF152, C1QL4, EV15, OATV1, FBXO2, SLC2A8, SPDEF, ADAMTS12, ADRA1D, CA12, WNT2, CRELD2, C16orf89, FDPS, CREB3L4, ACOT7, SGPP1, PEBP4, PCDH10, PAPSS2, MRPS36,                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |

|           |               |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------|---------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|           |               | HAPLN3, RCAN2, ACTC1, AQP5, MYH13, BTBD17, SDF2L1, BRINP1, LBP, BRINP1, FAM3B, ACTA1, CENPW, LMAN1L, GRM4, MFSD2A, RAB27B, CA3, MYH7, SYNDIG1, COL1A1, COL1A1, COL1A1, KCNG1, AGTR2, FAM3B, SAA1, CNIH2, ZNF385C, CASQ1, COL1A2, TNNI1, C1QTNF6, GPC3, OLFM4, CKM, FBLN2, HMGCS1, REXO2, PLA2G3, SC4MOL, CPXM1, ST8SIA5, CITED1, HMGCR, PANK3, SAA2, ACLY, ANXA13, ACAT2, FBLN2, HSD17B11, UBTFL1, BCKDHB, STARD4, COL3A1                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Cluster 4 | 183<br>(29 %) | CH242-277I8.1, IGKC, HSPB3, HK3, TNC, VGF, TNC, CXCL14, INSL3, CYP17A1, IGLV-3, GCG, PTPRN, CYP7A1, ZP3, CDKN2B, ANKRD22, DCLK1, DCLK1, SLC6A4, NTRK1, TNFRSF9, TCN1, TRPM2, STRA6, FKBP6, EMR4, NCCRP1, DOCK8, TSLP, FAM134B, SCG2, MEST, OLR1, CH242-305H5.1, WDFY4, CSF3R, PADI2, FNDC1, DOK2, EVA1A, SEMA4A, ITGAX, MERTK, ADCY7, CYP19A1, ISLR2, SBSN, PYCARD, CTSL, APRIL, TREM2, TCN1, CLEC5A, SMPDL3A, CD36, TLR9, SV2C, OLFM1, SKM, CD37, ITGAM, GAREML, TREH, RASGRP4, ZAR1, C19orf38, CH242-168I5.2, IL33, SDC4, ENPP1, FN1, ST14, F2RL1, SLC2A5, FCN1, CLEC7A, CTHRC1, SLC11A1, ADCY7, CD68, LAT2, MCF2L, SCARNA13, LRP4, TREM2, APOE, LPXN, MAFB, AMBN, PILRA, IL2RG, PCD1A, LCP1, BCL2A1, ERVV-2, TMEM86A, GIMAP8, PTPRCAP, C5AR1, LPXN, NKG7, ARL11, TRPV2, C3AR1, TNFRSF8, LAIR1, NCKAP1, SPN, WNT5B, PDK4, VAV1, VSIG4, ITGB2, SLA, SPI1, MYO1G, ADRB2, GIMAP6, SLA-DQA1, MAP4K1, CD48, GIMAP1, LPPR3, C16orf54, ARHGAP30, P2Y12R, C3, MMP13, C3, CSF2RA, CECR1, PLD4, FGD2, TUBB3, DOCK2, GIMAP4, CASP1, SLA-DRB, GNA15, HCK, NCKAP1, RGS10, TLR2, RASAL3, RASAL3, LYZ, MYO1F, KMO, PARVG, FCER1G, MPEG1, CTSS, CSF2RB, VSIG4, GMFG, CD53, NCF2, HNMT, TYROBP, ADAM28, SLA-DMB, SOX4, APOD, CADM1, LCP2, SRGN, GPX6, UPK3B, CX3CR1, SNCG, DF, MSR1, COL28A1, ABCC4, SELPLG, TLR4, SCRG1, C14H10orf116, ZC3H12D, STRIP2, IGLV-8, DPPA5 |
| Cluster 5 | 164<br>(26 %) | PBD-2, NDP, CHRDL1, COBL, PI15, PPAPDC1A, FAM169B, CYP2J2, PGC, TRPV5, NBL1, SLC23A1, UPTI, SMOC1, SLC24A4, SYT13, CLDN8, NMU, ELOVL2, NANOS1, SOWAHA, SLC28A2, GDA, CH242-204P3.6, COBL,                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |

---

PROB1, DKK1, FGF7, CREB, CD69, ZFYVE28, COBL, EGF, IFN-EPSILON, GPER1, SLC9A4, CYB5R1, FAM169B, BTNL9, CYP2J2, MMP8, CHRFAM7A, SLC28A3, PCDHAC2, IL24, ST6GALNAC1, JPH4, MOCOS, SLC5A1, WWP2, CC2D2B, MOCOS, SCNN1A, IGLV-7, SLC31A2, CES3, IL17REL, CCK, ANKRD34B, OPTC, SV2C, ENTPD1, FXVD4, SLC27A6, SLC18A2, CYFIP2, KCNE3, TFCP2L1, IGLV-7, IGLV-9, GRIA1, GRIA1, RNF223, TCTN3, RLBP1, DGKI, CERS6, ADRA2C, PENK, GRIA1, OAT, HPGD, CWH43, NCF1, TSPO, SPINK2, CLDN22, SLC16A6, RNF122, MAST2, GPR110, CDH17, GLYATL2, GALNT18, SORL1, KIAA1191, ATP13A4, MOGAT1, CEMIP, CHL1, GABRP, SMPD3, IGSF1, CA8, ENPP3, KIAA1324L, VPS37A, SLCO1A2, TMEM88B, CCT6B, KLRG2, SLC3A1, OGDH, DOCK9, MPP7, ENPP3, NABC1, CCL28, GREB1L, DGKG, DGKG, DGKG, FRMD3, ATP8A1, PHGDH, SLC6A15, TMEM200B, JPH3, CILP2, HK2, SLC4A11, PHGDH, THEM5, GPR183, GPIBA, CHODL, SLC7A3, SLC26A4, CYP26A1, RPRML, TMC5, XDH, GSTA4, RFK, SLC7A11, GPHA2, LRRN1, CLCN4, SLC4A11, RHOBTB3, PDZK1, GLYATL, SULT2B1, TMEM63C, DNMT3B, MYRF, GRHPR, DNER, GPT2, GAT, CDH16, ELFN2, IGF1, ISOC1

---

68

69

70

71 **Supplementary data 3.** List of differential expressed genes for entire of network and each of sub-networks

| Category       | Number of genes | Gene symbol                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|----------------|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Entire network | 622             | WNT2, PLAT, TREH, PILRA, TNC, SCRG1, RASGRP4, IER3, CRELD2, ZAR1, IL2RG, C19orf38, CD209, KCNK2, CPXM1, SLC30A5, GPX6, GRM4, C16orf89, UPK3B, SLC31A2, CX3CR1, CHGA, MFSD2A, RAB27B, SULT2A1, CH242-168I5.2, ST8SIA5, FAXDC2, FAM195A, CDKN2B, WFIKKN1, IL33, FDPS, HAO2, SDC4, CREB3L4, BSP1, ANKRD22, IGF1, GRAMD1B, ACOT7, SLC26A6, SGPP1, P2Y12R, GGT1, TGM5, FOXRED2, NBL1, C3AR1, SAA1, SLC23A1, PEBP4, MUC20, DEFB123, DCLK1, SNCG, GALNT18, PNCK, GRHPR, CES3, GRIA1, GRIA1, PBD-2, C3, TGFA, WWP2, UPTI, SLC38A4, LCN2, ITPR1, GSTA4, RFK, UPK1B, SULT1C3, IL17REL, CCK, C1QTNF6, ANKRD34B, CA3, CCT6B, MYH7, LGR5, C14H10orf116, SLC7A11, RNF223, TCTN3, SYNDIG1, DCLK1, PCDH10, SORL1, RASD1, KLRG2, KIAA1191, ATP13A4, SLC3A1, GPHA2, SLC6A4, NTRK1, CLIC5, TDH, GPC3, GPX3, C2orf72, MYO10, TNFRSF9, MMP13, C3, TNFRSF8, TCN1, CSF2RA, PCD1A, DKK2, CASQ1, SMOC1, CNIH2, SLC24A4, SYT13, TRPM2, TMEM170B, ST6GALNAC1, COBLL1, IL4I1, DUOXA2, CLDN8, ABCB1, HIST1H2BK, MAL2, OCRL, GDAP1L1, AP1S3, COBL, LIMA1, LIMA1, CACNA2D2, CITED1, CYP24A1, HMGCR, RLBP1, NMU, OGDH, ELOVL2, ENPP1, STRA6, LRRN1, SLC12A2, STARD4, PAPSS2, MRPS36, LIF, FKBP6, COL17A1, EMR4, GCNT3, NCF1, VNN1, DGKI, LAIR1, CA2, TSPO, PANK3, SPINK2, UNC5CL, HAPLN3, NCCRP1, CERS6, LIPG, RNF152, PCDH15, ISOC1, C1QL4, RCAN2, DOCK8, TIMP-2, UABP-2, ERO1B, MEP1B, UABP-2, SNTB1, SOD3, KSR2, JPH4, OPTC, NDP, NANOS1, MOGAT1, BCAS1, NCKAP1, SOWAHA, FN1, CHRDL1, CYB561, SLC28A2, COBL, DUOX2, TSLP, FAM134B, SCG2, LHCGR, VGF, LHCGR, TNC, CEMIP, C2CD4A, OLFM4, MEST, PTGS2, PTGER2, MOCOS, GDA, CH242-204P3.6, PI15, PCDHAC2, CRYGS, CLCN4, |

---

COBL, ITPR1, PROB1, PEG10, PPAPDC1A, DOCK9, ITPR1, HSD11B1, ADRA2C, ITPR1, ITPR1, MPP7, ENPP3, KCNK3, PAK3, OLR1, PAK3, CH242-305H5.1, DNER, WDFY4, DKK1, PIM2, PRKAR2B, SLC4A11, ST14, COL1A1, F2RL1, COL1A1, CSF3R, FGF7, COL1A1, SLC2A5, IL1A, COL1A2, FCN1, TM7SF2, PAQR9, KCNG1, PRKX, LCP1, FDXR, JAKMIP1, PADI2, FAM222A, PENK, FNDC1, DOK2, PCOLCE2, EVA1A, HAGH, DPPA5, DNAJA1, SEMA4A, CLEC7A, PDZK1IP1, HAGH, IGFBP3, ITGAX, SOX7, MERTK, L1CAM, RDH11, SCAP, BCL2A1, CTHRC1, SAA2, GAS2, CKM, GLDC, DF, COL3A1, NABC1, RUNDC3A, ADCY7, CYP19A1, S1PR5, SLC35F5, CECR1, ISLR2, PLD4, SLC11A1, CH242-277I8.1, FGD2, AKR1C1, RBMS3, GPT2, ERVV-2, TUBB3, FAM196A, MMP7, MSR1, CCL28, DOCK2, RHOBTB3, GREB1L, DGKG, B3GALNT1, CXCL2, DGKG, DGKG, ODC1, GIMAP4, PGP1A, CASP1, HUNK, HUNK, TMEM86A, AVPI1, SYT3, AQP9, RGC32, MAP1B, TNNI1, GIMAP8, ACTC1, VAT1L, AGTR2, AQP5, SBSN, MYH13, BTBD17, SDF2L1, ERO1B, ZNF385C, UGT8, COL28A1, BRINP1, EV15, OATV1, PYCARD, LBP, FRMD3, ABCC4, CTSL, BRINP1, FAM3B, FAM3B, CHL1, UCAL-P19, SLA-DRB, MUC16, SELPLG, GRIA1, ATP8A1, GNA15, LAMB3, HCK, PDZK1, GABRP, NCKAP1, RGS10, SMPD3, TLR2, PHGDH, CLDN22, ACTA1, CENPW, SLC6A15, CLU, SLC47A2, TMEM200B, OAT, JPH3, IGSF1, SGPP2, CILP2, SLC16A6, HK2, CHIA, SLC4A11, SELL, PHGDH, GLYATL, CA8, ACLY, ENPP3, CREB, GAT, KIAA1324L, VPS37A, LAMC2, SLC01A2, ZC3H12D, CD69, ZFYVE28, BCKDHB, COBL, EGF, IFN-EPSILON, THEM5, RASAL3, CC2D2B, RASAL3, IL24, SGPP2, PPP1R1B, GPER1, LYZ, SLC9A4, ELOVL6, CYB5R1, GPR183, GPIBA, SLPI, CHODL, MUC4, SPN, CXCL14, FAM169B, MYO1F, FAM169B, ANXA13, NOS1, KMO, PARVG, WNT5B, INSL3, SULT2B1, FCER1G, SOHLH1, PDK4, MPEG1, BTNL9, RLN, CTSS, CYP2J2, PLS1, MMP8, SV2C, CYP2J2, VAV1, CHRFAM7A, PGC, ACAT2, CSF2RB, VSIG4, RNF122, PTHLH, VSIG4, FBLN2, FBLN2, MAST2, SLC7A3, GMFG, MVK, CD53, FBXO2, ITGB2, NCF2, SLA, SPI1, SLC2A8, SPDEF, ADAMTS12, MYO1G, WISP2, ADRA1D, BF, RAI2,

---

|                                               |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|-----------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|                                               | <p>CCDC64, HNMT, TMEM52, HTRA4, TYROBP, TLR4, ADAM28, COL22A1, SLA-DMB, SOX4, DHRS4, ADRB2, GIMAP6, APOD, DHCR24, CADM1, UBR3, CDH16, ELFN2, SLA-DQA1, EBP, ADRB1, ADCY7, LCP2, OLFM3, PTPRCAP, CD68, MAP4K1, LAT2, RASGRP1, CD48, AOX1, GIMAP1, MCF2L, SRGN, APRIL, SCARNA13, ST8SIA5, HPGD, LPPR3, HMGCS1, ENTPD1, MME, FABP, FABP3, FXYD4, MOCOS, PVALB, GPR110, SLC27A6, SLC5A1, REXO2, FAM101A, CDH17, HSD17B11, MRO, DERL3, SLC18A2, SCNN1A, CWH43, COL17A1, SLC28A3, CYFIP2, KCNE3, CYB5A, TRPV5, CTAGE4, AIG1, OLFM2, CLIC6, SMARCA1, SLC38A11, DUOXA1, ABCB1, RDH12, TFCP2L1, TMEM63C, DNMT3B, SLC26A4, IGLV-7, CYP26A1, IGKV-7, PLA2G3, GLYATL2, IGKC, UBTFL1, RPRML, IGLV-8, IGLV-9, TMC5, XDH, TMEM88B, CYP17A1, MYRF, ALOX15, VNN2, LRP4, FMO1, TREM2, TCN1, TREM2, CLEC5A, C16orf54, FSTL4, SC4MOL, SMPDL3A, CD36, C5AR1, APOE, LPXN, TLR9, IGLV-3, IBSP, HSPB3, GCG, PTPRN, TMPRSS7, SV2C, LPXN, MAFB, OLFM1, ARHGAP30, NKG7, CYP7A1, ARL11, ZP3, SORD, SKM, EPHB1, STRIP2, UGT8, SLC5A2, BCKDHB, LMAN1L, KCNE1, VCAN, TP53INP2, TRPV2, TIMP1, HK3, MEDAG, PTGFR</p> |
| <p>Sub-network<br/>(Endometrium)      216</p> | <p>DNER, PLAT, DKK1, PRKAR2B, SLC4A11, IER3, FGF7, IL1A, PENK, SOX7, NABC1, CHGA, GPT2, MMP7, SULT2A1, CCL28, RHOBTB3, GREB1L, DGKG, FAXDC2, CXCL2, DGKG, DGKG, SGPP1, NBL1, SLC23A1, MUC20, FRMD3, CHL1, UCAL-P19, GALNT18, GRHPR, MUC16, GRIA1, CES3, ATP8A1, LAMB3, PDZK1, GRIA1, GABRP, GRIA1, SMPD3, PBD-2, PHGDH, CLDN22, SLC6A15, CLU, SLC47A2, TMEM200B, OAT, JPH3, WWP2, IGSF1, SGPP2, CILP2, SLC16A6, UPTI, SLC38A4, HK2, CHIA, SLC4A11, SELL, PHGDH, GLYATL, CA8, LCN2, GSTA4, ENPP3, RFK, CREB, GAT, UPK1B, KIAA1324L, VPS37A, LAMC2, SLC01A2, IL17REL, ZFYVE28, COBL, EGF, CCK, IFN-EPSILON, THEM5, CC2D2B, ANKRD34B, IL24, CCT6B, SGPP2, GPER1, SLC9A4, CYB5R1, LGR5, GPR183, GPIBA, SLPI, CHODL, MUC4, FAM169B, SLC7A11, FAM169B, RNF223, NOS1, TCTN3, SULT2B1,</p>                                                                                                                                                                                                                                                                                                  |

|                        |     |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|------------------------|-----|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sub-network<br>(Ovary) | 324 | <p>SORL1, RASD1, KLRG2, BTNL9, KIAA1191, CYP2J2, ATP13A4, MMP8, CYP2J2, SLC3A1, GPHA2, CHRFA7A, PGC, RNF122, GPX3, C2orf72, MYO10, MAST2, SLC7A3, WISP2, ADRA1D, SMOC1, BF, SLC24A4, SYT13, RAI2, HTRA4, ST6GALNAC1, CLDN8, HPGD, CYP24A1, ENTPD1, RLBP1, FXYD4, MOCOS, PVALB, NMU, OGDH, GPR110, ELOVL2, SLC27A6, SLC5A1, CDH17, LRRN1, SLC18A2, SCNN1A, CWH43, COL17A1, SLC28A3, CYFIP2, KCNE3, MRPS36, TRPV5, CTAGE4, COL17A1, GCNT3, NCF1, VNN1, DGKI, CA2, TSPO, TFCP2L1, SPINK2, UNC5CL, TMEM63C, DNMT3B, SLC26A4, CYP26A1, CERS6, GLYATL2, RPRML, RNF152, TMC5, ISOC1, XDH, TIMP-2, TMEM88B, MYRF, VNN2, UABP-2, MEP1B, UABP-2, SOD3, KSR2, JPH4, OPTC, NDP, NANOS1, MOGAT1, BCAS1, SOWAHA, CHRDL1, SLC28A2, COBL, C2CD4A, PTGS2, PTGER2, MOCOS, GDA, CH242-204P3.6, PI15, PCDHAC2, CRYGS, CLCN4, COBL, PROB1, PPAPDC1A, DOCK9, HSD11B1, ADRA2C, MPP7, ENPP3</p>                                                                                                                                                              |
|                        |     | <p>CD37, KCNK3, AMBN, PAK3, OLR1, ENPEP, ITGAM, PAK3, CH242-305H5.1, GAREML, WDFY4, TREH, PIM2, PILRA, ST14, TNC, F2RL1, RASGRP4, CSF3R, SLC2A5, FCN1, TM7SF2, ZAR1, PAQR9, PRKX, LCP1, IL2RG, FDXR, JAKMIP1, PADI2, FAM222A, C19orf38, CD209, FNDC1, DOK2, PCOLCE2, EVA1A, HAGH, DPPA5, KCNK2, DNAJA1, SLC30A5, SEMA4A, CLEC7A, PDZK1IP1, HAGH, IGFBP3, ITGAX, MERTK, L1CAM, RDH11, SCAP, BCL2A1, SLC31A2, CTHRC1, GAS2, GLDC, DF, CX3CR1, RUNDC3A, ADCY7, CYP19A1, S1PR5, SLC35F5, CECR1, ISLR2, PLD4, SLC11A1, CH242-277I8.1, FGD2, AKR1C1, RBMS3, ERVV-2, TUBB3, FAM196A, RAB27B, MSR1, CH242-168I5.2, DOCK2, ST8SIA5, B3GALNT1, FAM195A, ODC1, CDKN2B, GIMAP4, PGP1A, WFIKKN1, CASP1, HUNK, IL33, HAO2, HUNK, SDC4, BSP1, ANKRD22, TMEM86A, AVPI1, SYT3, GRAMD1B, AQP9, SLC26A6, RGC32, MAP1B, P2Y12R, GGT1, GIMAP8, TGM5, FOXRED2, VAT1L, C3AR1, SBSN, ERO1B, UGT8, PYCARD, CTSL, DEFB123, DCLK1, PNCK, SLA-DRB, SELPLG, GNA15, HCK, NCKAP1, RGS10, TLR2, C3, TGFA, ITPR1, ACLY, SULT1C3, BCKDHB, RASAL3, RASAL3, PPP1R1B,</p> |

|                          |    |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|--------------------------|----|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|                          |    | <p>LYZ, ELOVL6, SPN, CXCL14, MYO1F, KMO, PARVG, WNT5B, INSL3, FCER1G, SOHLH1, PDK4, DCLK1, MPEG1, RLN, CTSS, PLS1, SV2C, VAV1, SLC6A4, ACAT2, CSF2RB, NTRK1, CLIC5, TDH, VSIG4, PTHLH, VSIG4, TNFRSF9, GMFG, MMP13, MVK, C3, CD53, TNFRSF8, ITGB2, TCN1, CSF2RA, NCF2, SLA, SPI1, MYO1G, PCD1A, DKK2, TRPM2, CCDC64, HNMT, TMEM170B, TMEM52, TYROBP, TLR4, ADAM28, COL22A1, SLA-DMB, SOX4, DHRS4, ADRB2, GIMAP6, APOD, DHCR24, CADM1, UBR3, COBLL1, SLA-DQA1, IL4I1, EBP, DUOXA2, ADRB1, ABCB1, ADCY7, HIST1H2BK, MAL2, LCP2, OLFM3, OCRL, PTPRCAP, CD68, MAP4K1, LAT2, GDAP1L1, RASGRP1, CD48, AOX1, GIMAP1, MCF2L, AP1S3, SRGN, APRIL, SCARNA13, ST8SIA5, COBL, LIMA1, LIMA1, CACNA2D2, CITED1, LPPR3, HMGCS1, MME, FABP, HMGCR, FABP3, ENPP1, STRA6, FAM101A, MRO, STARD4, PAPSS2, CYB5A, AIG1, FKBP6, OLFM2, CLIC6, EMR4, SMARCA1, DUOXA1, ABCB1, RDH12, LAIR1, PANK3, NCCRP1, IGLV-7, IGKV-7, PLA2G3, IGKC, IGLV-8, IGLV-9, PCDH15, CYP17A1, ALOX15, LRP4, FMO1, ERO1B, TREM2, TCN1, SNTB1, TREM2, CLEC5A, C16orf54, FSTL4, SC4MOL, SMPDL3A, CD36, C5AR1, APOE, NCKAP1, LPXN, FN1, TLR9, IGLV-3, IBSP, CYB561, HSPB3, GCG, PTPRN, TMPRSS7, DUOX2, SV2C, LPXN, TSLP, FAM134B, SCG2, LHCGR, MAFB, VGF, LHCGR, OLFM1, TNC, CEMIP, ARHGAP30, MEST, NKG7, CYP7A1, ARL11, ZP3, SORD, SKM, STRIP2, UGT8, SLC5A2, BCKDHB, KCNE1, TRPV2, ITPR1, TIMP1, HK3, ITPR1, ITPR1, MEDAG, ITPR1, PTGFR</p> |
| Sub-network<br>(Oviduct) | 69 | <p>SDF2L1, SYNDIG1, ZNF385C, PEBP4, CA12, PCDH10, COL28A1, WNT2, BRINP1, EV15, OATV1, SLC38A11, COL1A1, SCRG1, LBP, COL1A1, ABCC4, COL1A1, BRINP1, COL1A2, CRELD2, FAM3B, FAM3B, HAPLN3, KCNG1, SNCG, GPC3, FBLN2, FBLN2, UBTFL1, CPXM1, C1QL4, RCAN2, FBXO2, GPX6, GRM4, C16orf89, UPK3B, SLC2A8, SPDEF, CASQ1, CNIH2, ACTA1, CENPW, SAA2, CKM, COL3A1, MFSD2A, OLFM4, C1QTNF6, CREB3L4, EPHB1, IGF1, LMAN1L, CA3, TP53INP2, MYH7, REXO2, PEG10, TNNI1, HSD17B11, ACTC1, DERL3, C14H10orf116, AGTR2, AQP5, MYH13, SAA1, BTBD17</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |

|                       |    |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|-----------------------|----|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sub-network<br>(Core) | 65 | ACOT7, AGTR2, AOX1, AQP5, BCKDHB, CA2, CD209, CRELD2, CYP17A1, DOCK8, DPPA5, WNT5B, TMEM170B, MOCOS, PDZK1IP1, GRHPR, PEG10, PEG10, GRIA1, PAK3, ITPR1, ITPR1, NBL1, UGT8, FBLN2, ITPR1, ITPR1, FSTL4, FDPS, FKBP6, HK3, HSD17B11, ISOC1, JPH4, L1CAM, MRPS36, NANOS1, NCF1, OAT, OLFM3, PAPSS2, PCDH10, PCOLCE2, PENK, PTPRCAP, PYCARD, SBSN, SDF2L1, SGPP2, SLC27A6, SLC2A8, SLC31A2, SLC38A11, SOX7, SPDEF, STARD4, TIMP1, TLR4, TMEM86A, TNFRSF9, TSPO, VCAN, WISP2, WWP2, ZAR1 |
|-----------------------|----|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

72

73

74

75

How the deposited data were processed for this re-analysis (not part of the article)

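RNA was sequenced from the endometrium, the ovary and the oviduct of gilts on days 0, 3, 6, 9, 12, 15 and 18 of the oestrous cycle. The authors trimmed the first 13 bases of each paired-end read, mapped the reads to the pig genome with its Ensembl transcriptome, and deposited a table of whole-number counts per Ensembl gene and library, without normalization and without pooling of replicates. The paper's text does not name the tool that made the counts, nor whether it used strand, and its own tests were made on FPKM with Cuffdiff. FPKM values were not used here. The table has 66 libraries in 21 groups of a tissue and a day, with 2 to 4 libraries in each, and every library was assigned to its tissue and day by its label. Its columns are numbered within each tissue and day, and these numbers are the only source of any pairing between libraries. Libraries of the same number on different days came from different gilts, so the numbers were used as a block only in an alternative.

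The total count per library was between 8962103 and 13442083, with a median of 10770754.5. At these depths, 3 counts correspond to between 0.223 and 0.335 CPM, which was taken as the lowest detectable level. Folds against a group at or under that level are given as lower bounds. The reads carry no molecular identifiers and are not independent molecules, so intervals and floors cover counting error only. Among the 74 pairs of libraries of the same tissue and day, 0 were identical, and their chi-squared statistic per degree of freedom was between 11.5 and 375 (median 56.8), where counting noise alone gives about 1.

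Differential expression was computed with edgeR 4.0.16 in R 4.3.3. Each tissue was fitted in 1 model with day as a factor, using TMM normalization, filterByExpr, estimateDisp and glmQLFit with robust estimation. Each day was tested against day 0, day 9 against day 6 and day 12 against day 9 with glmQLFTest, with Benjamini-Hochberg adjustment within each comparison, and genes with an adjusted p under 0.05 were called. The comparison of each day with day 0 follows the paper. Standard errors are the absolute log2 fold change divided by the square root of the test statistic. The same steps were tested on simulated counts with the means and library sizes of the real data, in which 200 genes were changed by known folds. Of these, 133 were recovered in the endometrium, 83 in the ovary and 138 in the oviduct, with 7, 4 and 6 false calls, and 0 genes were called on a simulated day without change.

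Distances between libraries, principal components and correlations were computed on log2(CPM + 1) over the 16934 genes that passed filterByExpr across all libraries. The share of the squared distances held by tissue or day was tested by permuting labels (PERMANOVA). Its implementation gave a p under 0.05 in 12 of 200 simulated datasets without an effect. The network was built from genes with an adjusted p under 0.05 and an absolute log2 fold change of at least 3 in the same comparison. Correlations over the 18 log2 fold changes were filtered with an implementation of PCIT, which matched a reference calculation in 780 of 780 pairs of simulated genes, and edges with an absolute r over 0.90 were kept. PCIT removed none of the pairs with such an r. A sub-network is the largest connected set of nodes of a tissue, and a bridging gene is a node with edges to nodes of at least 2 tissues. On simulated data, 180 of 180 network genes were given the right tissue.

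The paper gives its expression clusters, sub-networks, core network and genes measured by qPCR as gene symbols. The count table has identifiers only, and 0 of them could be paired with a symbol of the 30371 genes in the reference table, so those lists could not be looked up. The genes of the networks found here were used in their place, split by the direction of their largest fold change. No named gene of the paper was looked up for the same reason. The rule for named genes was the 2 genes with the largest rise and the 2 with the largest fall on day 9 against day 0, with an adjusted p under 0.05, every library of day 9 beyond every library of day 0, and at least 10 counts in each library of the higher group. It was written for genes with a symbol in each tissue and was applied, without symbols, once over all tissues. The 4 genes of the oviduct called between days 9 and 12 are outside that rule and are not named.

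The alternatives tried were DESeq2's size factors in edgeR, no filter on low counts, DESeq2 1.42.0 with its Wald test, fits of only the 2 groups compared, the replicate number as a block, and leaving out each library in turn. For the network they also included log2 fold changes from mean log2(CPM + 1), an r2 over 0.90, and only genes tested in all 3 tissues. For the distances they included a pseudocount of 0.1 and the 500 most variable genes. Computations outside R used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9. Enrichment of pathways and terms, qPCR and in situ hybridisation were not analysed here.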

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

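All tests in this part, except the counts of regrouped libraries, were chosen only after the result was seen. In the 5 groups of 4 libraries, a library was picked out when its gap to the nearest of the others exceeded the 95% critical value of Dixon's ratio. This was done for 5 measures per group, 25 ratios in all, of which about 1.25 would exceed it by chance and 5 did. The measures of a library are not independent of each other, and 4 of the 5 belong to the same library.

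That library is the ovary library of day 12 numbered 1. Its mean r with the other 3 was 0.8948, where each of those had a mean r of 0.9502 to 0.956 with its own group. On the first principal component of its tissue it lay at -56.36, the others between 55.8 and 64.71. Its position on the line from day 0 to day 9 was 0.1709, against 0.9792 to 1.105. Its 10 genes with the most counts held 7.826% of its counts (95% confidence interval 7.809% to 7.842%), against 20.19% to 22.68%. Its total of 10264680 is below those of all other ovary libraries (10302683 to 13442083), which fits a part played by depth. When the libraries of its group were thinned to equal totals, however, the gap ratio of its mean r was 0.9058, against 0.9052 before, so depth does not account for the gap. Without the 10 genes with the most counts the ratio was 0.9045, but 10 of 16934 genes can hardly move such an r, so a part played by a few genes is not ruled out, and the pattern cannot be told apart from it. Its mean r with the endometrium, the closer of the other tissues, was 0.8404, against 0.922 with the ovary, which goes against a sample of another tissue. Its mean r with the ovary libraries of day 3 was 0.9422, higher than with its own day. An ovary at another stage of the cycle than its label gives is a candidate explanation, and it cannot be told apart from an exchanged label. The endometrium and oviduct libraries of day 12 with the same number lay at 0.6793 and 0.8354 on the same line in their tissues, closest to days 12 and 6. GC content, gene length and reads shared between related genes were not tested. When the 7 libraries of days 0 and 12 of the ovary were regrouped, 4 of the 35 splits gave at least as many DEGs as the real 1448. The split with the most, 4648, put this library with the 3 of day 0, and the others with more (2454 and 1768) exchanged it with a library of day 0.

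The endometrium library of day 15 numbered 2 had a mean r of 0.9335 with the other 3, against 0.9597 to 0.9641. Its total of 10773628 lies within the range of its tissue (8968120 to 11793142). The gap ratio of its mean r was 0.8562, and it was 0.855 with totals thinned to be equal, so depth does not account for it. It was 0.8558 without the 10 genes with the most counts, which can hardly move such an r, so a part played by a few genes is not ruled out, and the pattern cannot be told apart from it. Its mean r with the oviduct, the closer of the other tissues, was 0.8729, against 0.9448 with the endometrium. It was closest to the endometrium of day 12, with a mean r of 0.9779. An endometrium nearer to day 12 than its label gives is a candidate explanation, and it cannot be told apart from an exchanged label. Its position was 0.7537, and the day 15 libraries of the same number in the ovary and the oviduct were at 0.5356 and 1.034, closest to days 3 and 12. Of the 35 splits of the libraries of days 0 and 15 of the endometrium, 2 gave as many DEGs as the real one (3002). The other, with 3243, grouped this library with the 3 of day 0.

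Genes of a sub-network moved in opposite directions in a pair of tissues on day 9, judged by every library of the day lying above or below every library of day 0. The falling genes of the endometrium sub-network had a score of 0.10 ± 0.07 in the ovary and of -0.26 ± 0.06 in the oviduct (SD, n = 3 each), and the falling genes of the ovary sub-network had a score of 0.13 ± 0.03 in the oviduct (SD, n = 3). The 3 pairs of tissues are the endometrium and the ovary and the ovary and the oviduct for the former genes, and the ovary and the oviduct for the latter. The fall in the tissue of the sub-network is built in by the choice of genes, and the differences between tissues were not tested. By mean log2 fold change, the former genes moved by only 0.04 in the ovary on day 9, in the same direction as their score. On days 12, 15 and 18, neither the former genes in the ovary nor the latter in the oviduct separated fully from day 0. On day 12 their scores were 0.03 ± 0.18 and 0.15 ± 0.12 (SD, n = 4 each). On day 6 only the latter separated, and on day 3 only the former. For 3 libraries against 3, complete separation arises by chance in 10% of cases. It was seen for 7 of the 12 combinations of a list and another tissue (6 with the scores rounded to 2 decimals), where 1.2 would be expected by chance, although the lists share the same libraries. With DESeq2's size factors, 3 of the 3 pairs still separated in opposite directions, so the choice between these normalizations does not account for them. A different response of the same genes in the tissues may remain, as a hypothesis. A difference in the mix of cell types, GC content and gene length were not tested.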

How the results depend on the processing

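The alternatives named in the processing summary were set before the data were examined, except the restriction of the network to genes tested in all 3 tissues, which was chosen after seeing the data. The paper's own gene lists in place of the genes found here, planned as a further alternative, were not run, since no gene symbol could be matched to the counts. Each alternative changed 1 choice and kept the rest. The share of the squared distances held by tissue (0.591) ran from 0.5701 with a pseudocount of 0.1 to 0.796 with the 500 most variable genes, and the shares held by day within the tissues stayed past the same threshold under these settings, DESeq2's size factors, no filter and each fit that left out 1 library. The numbers of DEGs of the endometrium on days 6, 9 and 12, and on any day, stayed within 1.5 times under DESeq2's size factors, no filter, DESeq2, fits of only the 2 groups compared and the replicate block (2455 to 3314, 3297 to 5160, 2535 to 3851 and 6032 to 7866), but not in every fit that left out a library. The share of edges within a tissue ran from 91.53% to 98.72% over the network's other alternatives, and from 89.14% to 97.97% over the fits that each left out 1 library. Wherever a result changed below, the cause was not tested.

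With DESeq2's size factors in place of TMM, 11 genes of the endometrium were called between days 6 and 9, where TMM gave 0 (1813 at an unadjusted p under 0.05), and 1 gene of the ovary on day 15, against 4. Of 35 other results, 1 changed. Without a filter on low counts, the DEGs were 13 in the endometrium on day 18, 882 in the ovary on day 9 and 1 in the ovary on day 15, and 0 genes were shared on day 18, a count that has no test of its own. The network then had 9129 edges, the endometrium sub-network 93 falling genes, and the oviduct sub-network 65 genes, 7 rising and 58 falling, of which 39 peaked on day 12. Of 35 other results, 18 changed.

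DESeq2 in place of edgeR called more genes in every comparison that changed. It called 185 in the endometrium on day 3, 354 on day 18, 413 between days 6 and 9 and 1273 between days 9 and 12. In the ovary it called 868, 3176, 2822, 2623, 259 and 26 on days 3, 6, 9, 12, 15 and 18, 1 between days 9 and 12, and 4633 on any day. In the oviduct it called 289, 869, 1847, 1484 and 878 on days 3, 6, 9, 15 and 18, 30 between days 9 and 12, and 4369 on any day, so that more genes were called in the ovary than in the oviduct, the reverse of the order under edgeR (2650 and 2898). Genes shared by at least 2 tissues were 47, 1157, 1605, 1741, 484 and 32 on days 3 to 18. In the networks, 98 genes of the endometrium fell, the oviduct sub-network held 106 genes (93 falling), and there were 477 bridging genes. Of 35 other results, 14 changed. Of the genes called by edgeR on any day, DESeq2 also called 6715 in the endometrium, 2643 in the ovary and 2883 in the oviduct. On the simulated counts, DESeq2 recovered 150, 121 and 157 of the 200 changed genes in the endometrium, the ovary and the oviduct, with 36, 28 and 19 false calls. The share of DEGs higher than on day 0 moved by more than 10 points in the endometrium on days 3 and 18 (from 19.23% to 38.38% and from 68.97% to 52.54%) and in the ovary on days 3, 6, 9 and 15 (from 82.14% to 51.5%, 59.53% to 48.87%, 63.57% to 50.11% and, with 4 DEGs under edgeR, 25.0% to 50.19%).

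In fits of only the 2 groups compared, the DEGs were 1324 and 19 in the endometrium on days 15 and 18. In the ovary they were 2806 on day 9, 2 on day 12 and 0 on day 15 (1062 at an unadjusted p under 0.05), with 1 between days 6 and 9. In the oviduct they were 12, 1327, 2486, 4001 and 380 on days 3, 6, 9, 12 and 15, and 0 on day 18 (1758 at an unadjusted p under 0.05), with 1 between days 9 and 12 and 4628 on any day. Among days with at least 50 DEGs in both kinds of fit, the share of DEGs that were higher moved by more than 10 points in the oviduct, to 43.78% on day 6 and 28.68% on day 15. Shared genes were 1, 1317, 2265 and 63 on days 3, 6, 9 and 15, and 0 on day 18, a count that has no test of its own. There were 166 bridging genes, with a mean r of -0.2297 between the ovary and the oviduct. Of 35 other results, 10 changed.

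With the number of each column as a replicate block, the DEGs were 201 and 2 in the ovary on days 12 and 15 and 9 in the oviduct on day 18. In the oviduct, 0 genes were called between days 9 and 12 (755 at an unadjusted p under 0.05). The ovary sub-network then held 357 genes, fewer than the 405 of the endometrium sub-network, which reverses their order. Of 35 other results, 8 changed. Libraries of different days came from different gilts, and the mean r between same-numbered libraries of different days, each taken as its deviation from its group's mean, was 0.0008 in the endometrium, -0.0039 in the ovary and 0.0054 in the oviduct, against -0.0008, 0.0019 and -0.0023 between other pairs, so the numbers do not pair these libraries and all regroupings of libraries were counted.

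With log2 fold changes from mean log2(CPM + 1), 588 genes entered the network, which had 488 nodes and 4048 edges. The endometrium sub-network held 240 genes (54 falling), the ovary sub-network 157 (112 rising, 45 falling, 64 peaking on day 6) and the oviduct sub-network 49 (2 rising, 47 falling, 27 peaking on day 12), with 53 bridging genes. The mean r of the bridging genes reversed to 0.02748 between the endometrium and the ovary and to -0.07498 between the endometrium and the oviduct. At an r2 over 0.90 there were 677 nodes and 3918 edges, 127 genes of the endometrium (99 rising, 28 falling, 59 peaking on day 9), 124 rising genes of the ovary, 55 genes of the oviduct (5 rising, 50 falling, 19 peaking on day 12) and 57 bridging genes, with a mean r of -0.2961 between the endometrium and the ovary. With only genes tested in all 3 tissues, the alternative chosen after seeing the data, 977 genes entered, with 665 nodes and 8677 edges. There were 178 genes of the endometrium (111 rising, 67 falling, 88 peaking on day 9), 303 of the ovary (119 rising), 64 of the oviduct (3 rising, 61 falling, 52 peaking on day 12) and 176 bridging genes. Their mean r was -0.3064 between the endometrium and the ovary and -0.3036 between the ovary and the oviduct. Of 25 other results, 19, 18 and 18 changed under these settings.

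Leaving out each library in turn, except in groups of 2 where their own day was tested, changed most counts. In the endometrium the DEGs ran from 1 to 103 on day 3, 1555 to 3425 on day 6, 2314 to 4485 on day 9, 1797 to 3963 on day 12, 1141 to 3968 on day 15, 0 to 272 on day 18, 0 to 237 between days 6 and 9, 210 to 1230 between days 9 and 12, and 3923 to 8343 on any day. In the ovary they ran from 0 to 563 on day 3, 112 to 3085 on day 6, 0 to 2675 on day 9, 0 to 4026 on day 12, 0 to 11 on day 15, 0 to 5 on day 18, 0 to 2 between days 9 and 12, and 127 to 4973 on any day. In the oviduct they ran from 0 to 166 on day 3, 11 to 696 on day 6, 347 to 1713 on day 9, 1107 to 3298 on day 12, 316 to 1329 on day 15, 2 to 1308 on day 18, 0 to 10 between days 9 and 12, and 1280 to 3928 on any day. In the fits with 0 calls, the genes with an unadjusted p under 0.05 were 1101 to 1272 for day 18 and 998 to 1974 for days 6 and 9 in the endometrium. In the ovary they were 1769 to 2009 for day 3, 3839 for day 9, 3323 for day 12, 1660 to 2160 for day 15, 610 to 1014 for day 18 and 312 to 729 for days 9 and 12, and in the oviduct 1177 to 2005 for day 3 and 402 to 855 for days 9 and 12. Between days 6 and 9, 0 genes were called in the ovary and the oviduct in each of these fits (104 to 572 and 166 to 372 at an unadjusted p under 0.05). The highest counts of the endometrium came without its day 15 library numbered 2, except between days 6 and 9. Those of the ovary on days 3, 6, 9 and 12 came without its day 12 library numbered 1.

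Across the same fits, shared genes ran from 0 to 6 on day 3, 121 to 783 on day 6, 367 to 1177 on day 9, 582 to 1809 on day 12, 93 to 296 on day 15 and 0 to 4 on day 18, where the counts of 0 have no test of their own. Day 12 held the most shared genes in 58 of the 62 fits and day 9 in 4. The network had 706 to 1398 nodes and 5109 to 38224 edges. The ovary sub-network held 37 to 732 genes (14 to 267 rising, 23 to 465 falling, 14 to 297 peaking on day 6), the oviduct sub-network 98 to 169 (8 to 21 rising, 90 to 149 falling, 50 to 97 peaking on day 12), and there were 140 to 378 bridging genes. Their mean r between the ovary and the oviduct ran from -0.2354 to -0.08328. The genes of the endometrium sub-network numbered 366 to 466. Of 35 other results, 22 changed in at least 1 of these fits.

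At the depth of these libraries, 3 counts correspond to 0.254 to 0.335 CPM in the endometrium, 0.223 to 0.292 in the ovary and 0.259 to 0.335 in the oviduct, so fold changes against groups under those levels are lower bounds and genes under them are not compared. On simulated counts with these depths and group sizes, 8-fold changes were recovered for 59, 49 and 62 of 67 genes in the endometrium, the ovary and the oviduct, and 2-fold changes for 24, 4 and 25 of 66.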

Differences from the paper's values

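Of 54 values of the paper that were set against values computed here, 40 differed by more than 1.5 times. The 40 include the paper's reads per sample, set against counts on genes, which are a different quantity. The paper also speaks of transcripts for its DEGs and its network, and its gene lists repeat some symbols. For the network it left out rRNA and some de novo transcripts. The values here count Ensembl genes without that step. Part of a gap may therefore lie in the unit, which was not tested. The paper's values are marked as the paper's, and those followed by a figure were read by eye from it. The alternatives set before the data were examined are those of the processing summary, and where some are named as closing a gap, the others did not. The sub-networks and bridging genes compared are those found here, not the paper's lists.

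The paper's mean of 19.5 M reads per sample, from paired-end sequencing, stands against a median of 10.77 M counts on genes per library here. These are different quantities, so the gap is not a difference in the same measure. No alternative was computed for it. In the endometrium, the paper's DEGs against day 0 were about 1000 on day 3 and about 1600 on day 18 (Fig. 1C, read by eye), against 52 and 29 here, and none of the alternatives set before the data were examined closed these gaps. In the ovary, they were about 1900 on day 3, about 4500 on day 9, about 420 on day 15 and about 230 on day 18 (Fig. 1C, read by eye), against 28, 1345, 4 and 0 here (710 on day 18 at an unadjusted p under 0.05), and none of those alternatives closed these gaps. On day 6 the paper's count for the ovary was about 4300 (Fig. 1C, read by eye), against 1977 here, 3176 with DESeq2 and 3085 without the day 12 library numbered 1, which both closed the gap. In the oviduct, the paper's DEGs were about 1300 on day 3 and about 2100 on day 6 (Fig. 1C, read by eye), against 47 and 339 here, and none of those alternatives closed these gaps. On day 9 they were about 3400 (Fig. 1C, read by eye), against 1144 here and 2486 in fits of only the 2 groups compared, which closed the gap. On day 12 they were about 3900 (Fig. 1C, read by eye), against 2504 here, and the gap was closed by DESeq2 (3131), by fits of only the 2 groups (4001) and in 6 of the 22 fits that left out a library (2674 to 3298). On day 18 they were about 820 (Fig. 1C, read by eye), against 36 here and 878 with DESeq2, which closed the gap.

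On any day, the paper's DEGs were about 5700 in the ovary (Fig. 1C, read by eye), against 2650 here, 4633 with DESeq2 and 4973 without the ovary library of day 12 numbered 1, which both closed the gap. In the oviduct they were about 5300 (Fig. 1C, read by eye), against 2898 here, and the gap was closed by DESeq2 (4369), by fits of only the 2 groups (4628) and in 2 of 20 fits that left out a library (3898 and 3928). The paper's genes shared by at least 2 tissues were about 690 on day 3, about 2500 on day 6, about 3600 on day 9 and about 270 on day 18 (Fig. 1C, read by eye), against 2, 547, 787 and 1 here, and none of the alternatives closed these gaps. On day 12 they were about 2000 (Fig. 1C, read by eye), against 1022 here, 1741 with DESeq2 and 1809 without the ovary library of day 12 numbered 1, which both closed the gap. On day 15 they were about 560 (Fig. 1C, read by eye), against 209 here and 484 with DESeq2, which closed the gap.

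The paper's network was built from 904 genes, against 1504 here. The gap was closed by fits of only the 2 groups (1310), in 4 of the 62 fits that left out a library (1062 to 1350) and with only genes tested in all 3 tissues (977), an alternative chosen after seeing the values. The paper's 622 nodes stand against 1134 here. That gap was closed by log2 fold changes from mean log2(CPM + 1) (488), an r2 over 0.90 (677), 2 of the 62 fits (706 and 783) and genes tested in all 3 tissues (665, chosen after seeing the values). The paper's 9,639 edges stand against 19965 here, and that gap was closed by no filter (9129), fits of only the 2 groups (14386), 4 of the 62 fits (10912 to 14224) and genes tested in all 3 tissues (8677, chosen after seeing the values).

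The paper's endometrium sub-network of 216 genes stands against 431 here, with the gap closed by no filter (297), log2 fold changes from mean log2(CPM + 1) (240) and genes tested in all 3 tissues (178, chosen after seeing the values). Its 1,501 edges in the paper stand against 2988 here, with the gap closed by no filter (1200), DESeq2 (1315) and log2 fold changes from mean log2(CPM + 1) (1963). The paper's ovary sub-network had 7,794 edges, against 14849 here, and the gap was closed by no filter (6470), fits of only the 2 groups (10034), the replicate block (9746), 9 of the 62 fits that left out a library (6020 to 9986) and genes tested in all 3 tissues (6795, chosen after seeing the values). The paper's oviduct sub-network of 69 genes stands against 160 here, and the gap was closed by no filter (65), log2 fold changes from mean log2(CPM + 1) (49), an r2 over 0.90 (55), the fit without the oviduct library of day 0 numbered 2 (98) and genes tested in all 3 tissues (64, chosen after seeing the values). Its 264 edges in the paper stand against 1326 here, with the gap closed by log2 fold changes from mean log2(CPM + 1) (225), an r2 over 0.90 (241) and genes tested in all 3 tissues (383, chosen after seeing the values). The paper's 65 bridging genes stand against 279 here, with the gap closed by log2 fold changes from mean log2(CPM + 1) (53) and an r2 over 0.90 (57). Their 1,454 connections in the paper stand against 8711 here, and only the fit without the ovary library of day 0 numbered 1 (1959) closed that gap among the alternatives run.

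The genes of the paper's endometrium sub-network with their largest fold change on day 6 were 60, against 92 here. The gap was closed by no filter (70), DESeq2 (80), fits of only the 2 groups (70), the replicate block (73), log2 fold changes from mean log2(CPM + 1) (59), 19 of the 62 fits that left out a library (78 to 90) and genes tested in all 3 tissues (43, chosen after seeing the values). On day 9 the paper's number was 88, against 162 here, with the gap closed by log2 fold changes from mean log2(CPM + 1) (108), an r2 over 0.90 (59) and genes tested in all 3 tissues (88, chosen after seeing the values). On day 12 it was 50, against 123 here, with the gap closed by the same settings (64, 37 and 45, the last chosen after seeing the values). On day 15 it was about 16 (Fig. 4A, read by eye), against 51 here and 24 with DESeq2, which closed the gap. In the ovary sub-network, the paper's number on day 6 was 100, against 223 here, with the gap closed by an r2 over 0.90 (149) and 4 of the 62 fits (71 to 150). On day 15 it was about 12 (Fig. 4B, read by eye), against 7 here, with the gap closed by DESeq2 (9) and 4 of the 62 fits (8 to 15). In the oviduct sub-network, the paper's number on day 6 was about 9 (Fig. 4C, read by eye), against 24 here, with the gap closed by no filter (13), DESeq2 (10), log2 fold changes from mean log2(CPM + 1) (10) and an r2 over 0.90 (13). On day 9 it was about 19 (Fig. 4C, read by eye), against 32 here, with the gap closed by DESeq2 (14), fits of only the 2 groups (25), the replicate block (19), an r2 over 0.90 (14) and 34 of the 62 fits (17 to 28). On day 12 it was about 31 (Fig. 4C, read by eye), against 87 here, with the gap closed by no filter (39) and log2 fold changes from mean log2(CPM + 1) (27).

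The following rankings and directions of the paper also differ from the values here. The paper has the number of shared genes rising until day 9 and falling after it, and here it was highest on day 12 (1022, against 787 on day 9). Fits of only the 2 groups compared gave the paper's order, with 2265 on day 9 and 806 on day 12, as did 4 of the 62 fits that left out a library. The paper has the number of DEGs rising until about day 9, and here it was highest on day 6 in the ovary (1977, against 1345 on day 9). Fits of only the 2 groups gave the paper's order in the ovary (2681 on day 6, 2806 on day 9), and none of the other alternatives did. In the oviduct the number was highest on day 12 (2504, against 1144 on day 9). The paper's own counts for the oviduct have that order too (about 3900 and about 3400, Fig. 1C, read by eye). The paper has no gene of the oviduct sub-network with its largest fold change on day 3 or day 18, and here there were 3 and 1. No filter, log2 fold changes from mean log2(CPM + 1) and 1 of the 62 fits that left out a library gave 0 on both days, counts that have no test of their own. In the paper the genes of the oviduct sub-network form a falling cluster, with a slight rise in the other tissues. Here 19 of the 160 rose in the oviduct, and the falling genes had a mean log2 fold change in the endometrium of -0.05, -0.06, -0.45, -0.59, -0.74 and -0.29 on days 3, 6, 9, 12, 15 and 18. In the ovary it was -0.07, -0.09 and -0.14 on days 3, 6 and 9, and 0.04, 0.25 and 0.13 on days 12, 15 and 18. The paper has the core genes changing less than the genes of the tissues, and here the mean absolute log2 fold change over the 18 contrasts was 1.56 for the bridging genes and 1.34 for the other nodes. By the largest absolute log2 fold change of a gene, the bridging genes changed less, as in the paper, with a mean of 4.42 against 4.68 and a median of 4.03 against 4.17.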

Other observations

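In this part, the test of columns with the same number in different tissues was chosen only after the result was seen. For the numbers of DEGs, the libraries of the days compared were regrouped in all ways into groups of the same sizes. With 3 libraries against 3 there are 10 such splits, so the real one being alone, 1 of 10, is the smallest share the design allows and cannot rule out that libraries grouped so by chance. The real split alone gave as many DEGs in 1 of 10 splits in the endometrium on days 3, 6, 9, 12 and 18 against day 0 and on day 12 against day 9, in the ovary on days 6 and 9, and in the oviduct on days 3, 9 and 18. The most that another split gave was 1 in these comparisons, except for 28 in the oviduct on day 18 (36 in the real split). Where the real split gave 0 DEGs, 10 of 10 splits gave as many: day 9 against day 6 in the endometrium (1813 at an unadjusted p under 0.05) and in the ovary (304), and day 18 against day 0 in the ovary (710), where another split gave 62.

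With 4 libraries against 3 there are 35 splits. In the oviduct, 1 of 35 gave as many DEGs as the real split on day 12 (2504, the next 415), on day 15 (908, the next 462) and between days 9 and 12 (4 genes, the others 0). In the ovary, 3 of 35 gave as many on day 15, where the real split gave 4 and another gave 1061, so those calls cannot be told apart from libraries grouping so by chance. Between days 9 and 12 in the ovary, 35 of 35 splits gave at least the 0 DEGs of the real one (527 at an unadjusted p under 0.05), and the most was 9.

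The low numbers of DEGs in the ovary on days 15 and 18 could come from a spread between libraries or from a return towards day 0. The squared distance from day 0, corrected for the spread within groups, was 10.43% of that of day 9 on day 15 (-3.623% to 26.29% across the fits that each left out 1 library) and -12.94% on day 18 (-27.61% to -0.5158%). The variance between libraries was 571.7% of that of day 9 on day 15 and 487.1% on day 18. On day 3, with 2 libraries, the distance was 60.37% of that of day 9 and the number of DEGs 2.082%, so the number of DEGs did not follow the distance alone. On day 12, where the library numbered 1 was unlike the others, the variance was 426.9% of that of day 9 and 1448 DEGs were called in the fit of all days, which shares the dispersion across days. In a fit of only days 0 and 12 there were 2 DEGs. In the fit of all days without that library there were 4026, against 1448 with it. Leaving that library out changes both the spread and the mean of day 12, so an effect of spread alone was not isolated. On day 18 the distance was below 0 in each of those fits, so no shift from day 0 was measured beyond the spread. The explanations were not separated by this test.

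Columns with the same number in different tissues deviated together. For each library, the deviation of its position on the line from day 0 to day 9 from the mean of its tissue and day was taken, and r was computed between tissues over columns of the same day and number. The mean r over the 3 pairs of tissues was 0.4619 (one-sided permutation test with 10000 reshuffles of the numbers within days, p = 0.0006), and 95% of the reshuffles lay between -0.2816 and 0.323. The mean of Spearman's rho was 0.4346 (p = 0.003, the same permutation test), and the mean r without the 2 columns farthest from the median in each pair of tissues was 0.411. By pair of tissues, over 21 columns each, r was 0.7654 between the endometrium and the oviduct (permutation p = 0.0046, adjusted p = 0.014 with Benjamini-Hochberg adjustment over the 3 pairs), 0.3875 between the ovary and the oviduct (p = 0.034, adjusted p = 0.051) and 0.2329 between the endometrium and the ovary (p = 0.2, adjusted p = 0.2). Equal numbers may stand for the same gilt in the 3 tissues, with gilts of the same day differing in how far they had moved along the cycle. A batch shared by columns of the same number would show the same pattern and was not tested apart, and neither explanation is given by the labels.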
